# Analysis of Pleiotropic Transcriptional Profiles: A Case Study of DNA Gyrase Inhibition

**DOI:** 10.1371/journal.pgen.0020152

**Published:** 2006-09-29

**Authors:** Kyeong Soo Jeong, Yang Xie, Hiroshi Hiasa, Arkady B Khodursky

## Abstract

Genetic and environmental perturbations often result in complex transcriptional responses involving multiple genes and regulons. In order to understand the nature of a response, one has to account for the contribution of the downstream effects to the formation of a response. Such analysis can be carried out within a statistical framework in which the individual effects are independently collected and then combined within a linear model. Here, we modeled the contribution of DNA replication, supercoiling, and repair to the transcriptional response of inhibition of the Escherichia coli gyrase. By representing the gyrase inhibition as a true pleiotropic phenomenon, we were able to demonstrate that: (1) DNA replication is required for the formation of spatial transcriptional domains; (2) the transcriptional response to the gyrase inhibition is coordinated between at least two modules involved in DNA maintenance, relaxation and damage response; (3) the genes whose transcriptional response to the gyrase inhibition does not depend on the main relaxation activity of the cell can be classified on the basis of a GC excess in their upstream and coding sequences; and (4) relaxation by topoisomerase I dominates the transcriptional response, followed by the effects of replication and RecA. We functionally tested the effect of the interaction between relaxation and repair activities, and found support for the model derived from the microarray data. We conclude that modeling compound transcriptional profiles as a combination of downstream transcriptional effects allows for a more realistic, accurate, and meaningful representation of the transcriptional activity of a genome.

## Synopsis

Pleiotropism—a movement, or reaction, in multiple directions: although it was initially used specifically to describe the effect of a single genetic mutation on multiple characters in the offspring, the transcriptional responses of cells are often best described in terms of pleiotropy, when a single input affects multiple components inside the cell. This, in turn, presents a dilemma with the analysis and interpretation of the observed effects: which effects are directly due to the input itself and which are not? How are the effects related to each other and which are more important? And finally, can the overall transcriptional response be summarized as a combination of the effects? There is, however, a problem with recording the effects when they occur almost simultaneously in the same organism. The authors approached this by recording the effects independently, using mutants that could generate all of the effects of interest but one, and then estimating the effects and their interactions from a multivariate linear model. The authors applied this method to explain the transcriptional response of Escherichia coli to a quinolone antibacterial, a relative of Cipro (ciprofloxacin hydrochloride), and discovered unexpected interactions between DNA maintenance modules in the cell.

## Introduction

DNA gyrase is an enzyme ubiquitously present throughout the bacterial kingdom, with a central role in DNA maintenance and chromosome metabolism in the cell: it is essential for initiation and elongation of DNA replication, and for chromosome segregation [1,2]. These cellular processes are dependent on the supercoiling activity of gyrase. Inhibition of that activity by genetic or pharmacological means disrupts these processes and may cause irreversible DNA damage leading to bacterial cell death [3]. Before the advent of genomics tools, the consequences of gyrase inhibition could be evaluated on three levels: (1) global effects on growth, replication, transcription, and translation; (2) local effects on transcription of selected genes; and (3) biochemical effects on plasmid supercoiling.

All these studies, while implicitly acknowledging the pleiotropic nature of the gyrase inhibition, could not adequately address or incorporate the pleiotropicity into the analysis, given the state of technology at the time. The ability to monitor transcriptional activity of entire genomes allowed an assessment of transcriptional and replication states of the Escherichia coli chromosome following inhibition of DNA gyrase [4–6]. These studies confirmed, now on a genome-wide scale, that treating cells with the gyrase inhibitors affects transcription of a large number of genes in the genome and arrests the movement of the replication fork(s). A systematic analysis of transcriptional effects would not be possible, however, without accounting for a multiplicity of cellular responses triggered by the gyrase inhibition. Such known responses include DNA damage, DNA relaxation, and arrest of replication [4,7–9]. It is critical to be able to model the transcriptional response accounting for those effects because the loss of the gyrase activity radiates through the system as a function of at least that many variables. Such a formulation underscores the fact that observed transcriptional effects almost never can be adequately interpreted in terms of one factor, regardless of how convenient it may seem. Numerous conditional and genetic changes inflicted upon biological systems result in complex responses whose nature cannot be properly elucidated without evaluating the contribution of affected processes and regulatory modules. The failure to do so may result in an incomplete or even an erroneous interpretation of data.

In the reported study, we constructed isogenic mutant stains that were deficient in generating each one of the known cellular responses to the inhibition of DNA gyrase. We collected transcriptional responses associated with the loss of the gyrase function in those strains, and used the collected parameters to model and interpret the DNA gyrase–dependent global patterns of transcriptional activity in the E. coli genome.

## Results

### Inhibition of DNA Gyrase Affects Transcription Globally and Locally

Genome-wide transcriptional profiles have been widely and successfully used to comparatively describe physiological states of various organisms. Most treatments and genetic perturbations, however, result in complex transcriptional responses spreading over multiple regulatory pathways, functional groups, and physiological processes in a cell. Thus, in order to adequately evaluate a transcriptional outcome, such as a resulting transcriptional profile of a treatment, one has to assess the contribution of individual effects (pathways, groups, and processes) to the formation of a response and the interactions between the effects. We chose to dissect the compound response of gyrase inhibition for the following reasons: (1) physiological and transcriptional data indicate that multiple processes are affected by the loss of gyrase function; (2) the main affected processes can be genetically manipulated and excluded from the contribution to the profile; (3) targeting DNA gyrase, an essential bacterial enzyme, is an effective therapeutic means of killing pathogenic bacteria, and (4) the cellular and environmental requirements for efficient targeting of gyrase are insufficiently understood. In the study, we used a prototypical fluoroquinolone, norfloxacin, to inhibit the gyrase activity. The experiment was designed as a time-course treatment at a drug concentration that was effective against wild-type cells and not against a mutant stain carrying a drug-resistant gyrase allele. First, we established the overall nature of the transcriptional response triggered in the bacteria by targeting gyrase in the defined growth conditions. Relative transcript abundances were determined at 5, 10, 15, and 20 min after the addition of norfloxacin. 

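Wild-type cells were measured on 4 arrays, 1 for each of the times 5, 10, 15 and 20 min after norfloxacin was added at 1 μg/ml. On each array, Cy5-labelled cDNA of treated cells was hybridized together with Cy3-labelled cDNA of untreated cells of the same strain, taken at 0 min. The authors smoothed the intensities with the lowess method and removed dye- and array-specific noise with an error model, and each value is the log2 ratio of treated over untreated cells. All 4060 probes had a value on every array, and 3889 of them carried a gene name in the assembly ASM584v2. The medians of the wild-type arrays lay between 0.01 and 0.04, and their SDs over probes between 0.426 and 0.636. Across probes, pairs of wild-type arrays correlated with r from 0.653 to 0.840 (median 0.735), and probes are not independent replicates. As in the study, the 4 times of a strain stood as replicates, so an SD beside a mean is the spread between times and holds any real change over time. The mean log2 ratio of each probe was tested against 0 (two-sided) with limma, in 1 fit of all 16 arrays of the wild type and its mutants. The p-values were adjusted over the 4060 probes by the Benjamini-Hochberg method, and a probe was called at an adjusted p under 0.01 and a mean change of at least 1.5-fold. Lists of genes were also compared with all other genes by camera, with the correlation between members estimated from the arrays. The untreated cells of a strain are 1 sample, whose own spread the test leaves out. Intensities by channel were not used here.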

Using measurements from four different time points, we concluded that the transcriptional activity of about 15% of the bacterial genome (613 genes) is affected by the targeting DNA gyrase (false discovery rate [10] is less than 1%). 

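In wild-type cells treated with norfloxacin the strongest rises were in genes of the SOS response and the strongest falls in genes of outer membrane proteins. The transcript of recN, which encodes a protein of recombinational repair, rose by 4.67 ± 0.66 on the log2 scale (SD, n = 4 times). The transcripts of the SOS genes yebG and dinD rose by 3.55 ± 0.48 and 3.04 ± 1.00. The transcript of ompF, which encodes a porin, changed by -3.29 ± 0.44, and that of ompT, an outer membrane protease, by -2.65 ± 0.37. The transcripts of cirA and fepA, which encode receptors for iron-siderophore complexes, changed by -2.60 ± 0.25 and -2.47 ± 0.69. The adjusted p of these 7 genes from limma ran from 1.8e-10 for recN to 2.1e-05 for fepA. In all, 270 probes rose and 333 fell, together 603 or 14.9% of the 4060 probes. A change of at least 2-fold was seen in 83 of the probes that rose and 140 of those that fell. At an adjusted p under 0.05 with no minimum fold, the number of called probes was 1308.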

To ensure that this transcriptional response was specifically mediated by the inhibition of DNA gyrase, we examined the effect of the drug on genome-wide transcription in a mutant carrying a quinolone-resistant allele of *gyrA, gyrA* ^r^ *;* S83L [11]. We found that the norfloxacin treatment of the resistant mutant caused no changes in transcription, with the exception of up-regulation of the genes in the ArgR regulon, the effect opposite to the one observed in the wild-type cells. Overall, the inhibition of gyrase led to up-regulation of 269 and down-regulation of 344 genes. The affected genes belonged to various functional categories dominated by those whose products maintain DNA integrity and mediate transport and diffusion of low-molecular-weight compounds (Table S1). 

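Among genes that maintain DNA, those with reduced transcripts included polA, which encodes DNA polymerase I (-1.01 ± 0.44, log2, SD, n = 4 times), and ung, which encodes uracil-DNA glycosylase (-0.97 ± 0.28), while nfo, an endonuclease of base excision repair, rose by 0.94 ± 0.56. Transcripts of the nucleoid proteins hupA and hupB fell together, at means of -0.94 and -0.94. Of the genes of DNA replication, 1 of 23 rose and 4 fell (3 and 4 adjusted over the list alone, camera adjusted p = 0.899). Of repair genes outside the LexA regulon, 2 of 29 rose and 2 fell (2 and 2 adjusted over the list alone, camera adjusted p = 0.899), and of nucleoid proteins, 2 of 7 fell and none rose (2 adjusted over the list alone, camera adjusted p = 0.238). Some genes of iron acquisition fell, among them fiu, another siderophore receptor (-2.29 ± 0.78). In that list 15 of 31 fell and none rose (16 adjusted over the list alone, camera adjusted p = 0.193). In the maltose regulon, 9 of 10 fell and none rose (9 adjusted over the list alone, camera adjusted p = 0.126), with malE, the maltose-binding protein, at -2.21 ± 0.52. Of the major outer membrane proteins, 1 of 11 rose and 3 fell (1 and 3 adjusted over the list alone, camera adjusted p = 0.238), and of osmoprotectant uptake, 1 of 4 rose and 3 fell (1 and 3 adjusted over the list alone, camera adjusted p = 0.217). Transport of peptides and amino acids went both ways, since 8 of 24 rose and 12 fell (8 and 12 adjusted over the list alone, camera adjusted p = 0.365). There the oligopeptide genes oppA and oppB rose by 1.75 ± 0.46 and 1.70 ± 0.32, and dppA, the dipeptide-binding protein, changed by -1.77 ± 0.38. Each p of camera is adjusted over the 33 lists tested in the same comparison. Some of these lists were chosen by the study on these samples, which can lower the adjusted p of the other lists.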

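In the histidine operon of wild-type cells, hisI changed by -1.73 ± 0.36 and hisF by -1.67 ± 0.18 (log2, SD, n = 4 times). Of the histidine genes, 8 of 8 fell and none rose (8 adjusted over the list alone, camera adjusted p = 0.0921). The ArgR regulon holds arginine synthesis and uptake, and its arginine-binding protein artJ changed by -1.55 ± 0.55. In it 5 of 16 fell and none rose (7 adjusted over the list alone, camera adjusted p = 0.439). Of branched-chain synthesis, 4 of 13 fell and none rose (4 adjusted over the list alone, camera adjusted p = 0.697), of methionine synthesis 4 of 8 fell and none rose (4 adjusted over the list alone, camera adjusted p = 0.305), and of cysteine and sulfate genes 3 of 13 fell and none rose (3 adjusted over the list alone, camera adjusted p = 0.853). Among genes of pyrimidine synthesis, 1 of 10 rose and 6 fell (1 and 7 adjusted over the list alone, camera adjusted p = 0.403), with pyrB, the catalytic chain of aspartate transcarbamoylase, at -1.76 ± 0.44. Among genes of purine synthesis, 4 of 14 rose and 2 fell (4 and 2 adjusted over the list alone, camera adjusted p = 0.448), where purB rose by 0.99 and guaB changed by -1.04. Of nucleoside breakdown and uptake, 6 of 10 rose and none fell (6 adjusted over the list alone, camera adjusted p = 0.305). Of oxidative stress genes, 5 of 14 rose and none fell (5 adjusted over the list alone, camera adjusted p = 0.238), with trxB, thioredoxin reductase, at 1.49 ± 0.23. Of the general stress genes, 2 of 13 rose and 1 fell (2 and 1 adjusted over the list alone, camera adjusted p = 0.9), and of the ATP synthase genes 3 of 9 fell and none rose (3 adjusted over the list alone, camera adjusted p = 0.548). Of prophage e14, 1 of 16 rose and none fell (1 adjusted over the list alone, camera adjusted p = 0.825), the called member being lit. In the lists of ribosomal proteins, heat shock and flagella, limma called none of 49, 18 and 47 members in wild-type cells, although the mean of the heat shock list was 1.10 on the 5 min array.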

The response can be rationalized as a bacterial defense strategy to reduce intake of the drug, repair DNA damage, and restore DNA conformation and regulation in the cell. In agreement with the earlier reports, the targeting of DNA gyrase resulted in induction of the SOS regulon [12], up-regulation of the *gyrA* and *gyrB* genes [13], and repression of the *topA* gene [6].

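Transcripts of the LexA regulon rose together in wild-type cells, by 1.96 on average over the log2 scale. Those of recA, which encodes the activator of the response, rose by 3.71 ± 0.24 (SD, n = 4 times, adjusted p = 2.0e-10 from limma). The transcript of lexA, which encodes its repressor, rose by 2.84 ± 0.29, and that of uvrA, an excision repair protein, by 2.82 ± 0.53. The transcripts of gyrA and gyrB, which encode the subunits of DNA gyrase, rose by 1.44 ± 0.30 (adjusted p = 8.0e-07) and 1.15 ± 0.34 (adjusted p = 1.6e-05). The transcript of topA, which encodes Topo I, changed by -1.04 ± 0.19 (adjusted p = 4.4e-07). Of the other topoisomerase genes, parC, parE and topB had means of -0.05, 0.10 and -0.26 and were not called, so that in the list of gyrase and topoisomerases 2 of 6 rose and 1 fell (2 and 1 adjusted over the list alone, camera adjusted p = 0.883). In the LexA regulon 26 of 27 rose and none fell (26 adjusted over the list alone, camera adjusted p = 0.0457), and the member not called was yafO, with a mean of 0.34. The camera p of the regulon passes 0.05 when the 5, 10 or 15 min array is left out. Lists that the study chose on these samples are among those adjusted over, and can lower this p. The paper proposes that the response can be viewed as a defense that lowers intake of the drug, repairs DNA and restores its conformation.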

We also examined the profile from a different angle: for existence of spatial transcriptional domains. Such analysis provides important regulatory and organizational information, which is invariably missed when the location of genes on the chromosome is not accounted for [14]. We observed the formation of local transcriptional domains [15] as a result of the gyrase inhibition (Figure 1). Spatial correlations of temporal profiles (0–20-min time series) suggested that some sets of genes linearly juxtaposed on the chromosome underwent similar transcriptional changes as a result of the treatment. 

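In wild-type cells, neighbouring genes on the chromosome changed together over time in many places. The enterobactin genes lie in a stretch of 33 genes from pheP to rnk, of which 11 fell and none rose. The lipopolysaccharide core genes lie in a stretch of 48 genes from lldR to yicI, of which 16 rose and 1 fell. For each window of 16 consecutive genes, the mean Pearson correlation of the temporal profiles (0 to 20 min) over all pairs of genes was compared with 5000 random sets of 16 genes of the strain. Of the 3889 windows, 856 or 22.0% had a p under 0.01 (one-sided), and windows that overlapped were merged. This gave 63 domains, which hold 56.1% of the genes, where shuffled orders gave 14.1 on average and 23 at most, and orders that kept close neighbours together 44.5 and 58. In 200 shuffled gene orders the share of such windows was 1.13% on average and 2.70% at most, and genes are not independent replicates. In orders that kept neighbours under 50 base pairs apart together, it was 8.85% at most. With correlations only of gene pairs at equal distance from the centre of a window, 4.63% of the windows passed, against 1.36% at most in shuffled orders. The order of the genes is that of the assembly.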

We identified 60 domains larger than 3 kilobases (kb). (In Figure 1, domains were delineated using a sliding window of 16 consecutive genes, the expected length of the short-range transcriptional patterns [14].) 

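Windows of 16 genes that held more genes called in wild-type cells than expected formed 26 regions of the chromosome. Domains of correlated genes met such a region in 21 of 63 cases, the one that holds the lipopolysaccharide core genes waaP, waaG and waaQ being rich in genes that rose. When the windows were shifted around the chromosome, which keeps both patterns as they are, 24.1 domains met a region on average and 32 at most, and a share of 0.944 of the shifts gave at least as many as observed.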

Twenty-five of those domains overlapped with the regions enriched for differentially expressed genes. Genes in several domains belonged to well-defined functional classes, such as: ribosomal proteins, domain 8; lipopolysaccharide synthesis, domain 15; and iron transport proteins, domain 33. 

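The domain of the ribosomal protein genes held 52 genes from dusB to gspD in wild-type cells, and 3 of them fell. Its highest window had a mean correlation of 0.658. The domain of the iron transport genes, from pheP to rnk, reached 0.712, with a mean change of -0.55 (log2). In it the genes of enterobactin synthesis entC, entB and entE had means of -1.88 ± 0.51, -1.90 ± 0.49 and -1.97 ± 0.69 (SD, n = 4 times), each called by limma. The domain of the lipopolysaccharide genes reached 0.685. Of the 49 ribosomal protein genes measured on the whole chromosome, 0 were called as changed by limma in wild-type cells.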

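Some lipopolysaccharide core genes rose in wild-type cells, among them waaP (rfaP), a kinase of the core, by 1.08 ± 0.35 (log2, SD, n = 4 times), waaG (rfaG), a glucosyltransferase, by 1.03 ± 0.18, and waaQ (rfaQ) by 1.01 ± 0.21. Of the whole list, 7 of 13 rose and none fell (7 adjusted over the list alone, camera adjusted p = 0.117). The domain around them ran from b3604 to b3656, and its genes changed by 0.41 on average.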

Domain 15 spanned across 32 genes, in a region from *b3616* to *b3650*. This region contains two operons of the lipopolysaccharide synthesis genes *(rfa* genes: *b3619*~*b3632)* along with some functionally unrelated open reading frames (ORFs). Differential and coherent regulation of lipopolysaccharide synthesis may contribute to bacterial defense mechanisms, which would be consistent with the earlier observation linking bacterial resistance to norfloxacin with the levels of lipopolysaccharide in the cell [16,17]. Interestingly, despite the uniform distribution of differentially affected regions along the chromosome, the transcriptional domains were very sparse in the region surrounding the terminus of replication. This observation was consistent with our earlier finding that the spatial correlations of transcriptional activity in this region of the chromosome were particularly sensitive to the gyrase activity [14].

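The terminus region held a smaller share of correlated windows than the rest of the wild-type chromosome. Within 0.5 Mb of the terminus, next to lsrA, 98 of 839 windows had a p under 0.01, or 11.7%, against 24.9% elsewhere. Among 10000 shifts of the windows around the chromosome, a share of 0.115 gave as few near the terminus. With 1 Mb on each side, the shares were 16.3% and 26.3%, and 0.144 of the shifts gave as few.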

**Figure 1:**
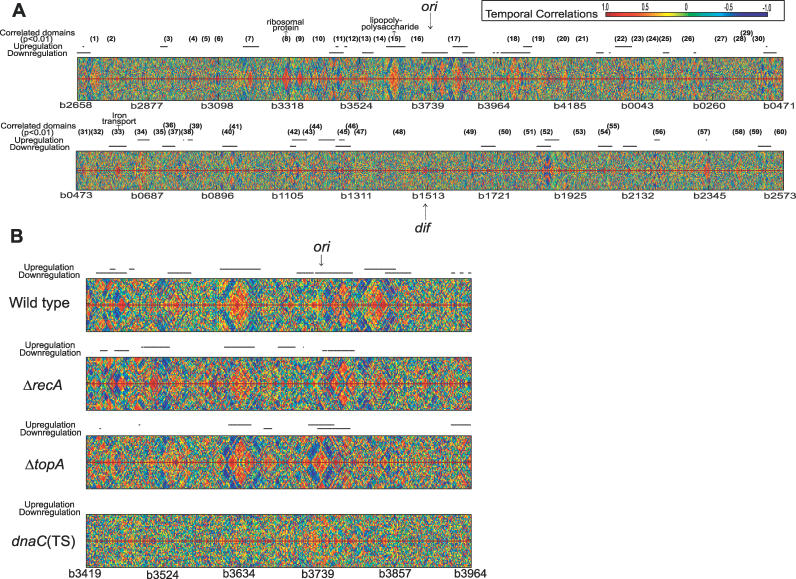
Spatial Correlations of Temporal Transcriptional Profiles Elicited by Gyrase Inhibition Temporal transcriptional profiles observed in the wild-type (A) and isogenic mutant strains (B). Pair-wise correlations of temporal transcript profiles of 4,000 genes, arranged in the chromosomal order, are shown on a colorimetric scale for the whole chromosome (A) and the *oriC* proximal region (B). For spatial correlations around the *n*-th gene (*n* on the *x*-axis) in the chromosomal order, each *y*-axis includes 20 Pearson correlations of temporal profile pairs, (*n* − 1, *n* + 1), (*n* − 2, *n* +2),...(*n* − 19, *n* + 19), and (*n* − 20, *n* + 20). Chromosomal regions with high correlations exhibit symmetric red (positive) or blue (negative) triangles. Differentially expressed genes were significantly enriched in the regions marked with horizontal bars. The regions in which at least 16 consecutive genes show significant high correlations are enumerated. The statistical significance is estimated by the comparison with 5,000 randomly sampled subsets of temporal profiles.

### Uncoupling the Effects of Relaxation, Repair, and Replication

Inhibition of the supercoiling activity of DNA gyrase in vivo is confounded by at least two other global effects, inhibition of DNA replication and DNA breaking. We were not able to find a condition, including a drug treatment or a temperature-sensitive mutation, in which inhibition of plasmid supercoiling would not be accompanied by induction of the prototypical SOS response and by an arrest, or slowing, of DNA replication (unpublished data). Moreover, the transcriptional effects of inhibition of gyrase are assumed to result from relaxation/overwinding of DNA, but it has not been demonstrated that the observed effects are indeed dependent on a relaxation activity of the cell. To untangle these effects, we examined the transcriptional response in the mutants in which the transcriptional effect of gyrase inhibition was not interfered with by the DNA damage response or replication arrest. We also examined transcriptional consequences of the gyrase inhibition in a strain lacking the major relaxation activity, topoisomerase I (Topo I). To that end, we constructed three isogenic strains in the MG1655 genetic background: a first mutant carried a deletion of the *recA* gene and could not generate the SOS response; a second, a *dnaC* temperature-sensitive mutation, could not initiate DNA replication at 38 °C; and a third, a deletion of the *topA* gene, could not efficiently relax negatively supercoiled DNA. Treatment of these strains with norfloxacin produced markedly different results. 

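The mutant with a recA deletion, the mutant with a topA deletion and the dnaC(Ts) mutant were each measured on 4 arrays, at 5, 10, 15 and 20 min of treatment with norfloxacin at 1 μg/ml. By the methods, dnaC(Ts) was treated only after a hold at a nonpermissive temperature, which is not stated for the wild type. Differences between these strains thus cannot separate the mutation from that hold. As for the wild type, each array compares treated with untreated (0 min) cells of the same strain, so the values hold no direct comparison of untreated strains. For dnaC(Ts) this is a reading of labels that conflict, as the untreated channel names norfloxacin while its dosage says no treatment. The channel was read as untreated, and the paper too describes an untreated control for this strain. In both deletions, the dosage given for the 10 min array reads 5 min, and 10 min was taken from the titles. A ratio does not give the level in untreated cells, as the deleted genes show. In the recA deletion, recA had a ratio of 0.09 ± 0.11, and in the topA deletion topA had one of -0.15 ± 0.10 (log2, SD, n = 4 times). Neither measures the level of the deleted gene. The SDs over probes of the arrays lay between 0.465 and 0.753 in the recA deletion, between 0.369 and 0.471 in the topA deletion and between 0.266 and 0.317 in dnaC(Ts). Pairs of arrays of a strain correlated across probes with a median r of 0.598, 0.776 and 0.550. The 20 min array of the recA deletion had a mean r of 0.441 with the other arrays of its strain. The median residual SD of a probe was 0.222 in the wild type, 0.279 in the recA deletion, 0.147 in the topA deletion and 0.155 in dnaC(Ts). Differences in response between a mutant and the wild type were tested (two-sided) as contrasts of the strain means in the same limma fit, and called at an adjusted p under 0.05. A dye effect common to all arrays cancels in such a difference but not in the response of a strain. Each p measures only the spread between these times.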

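Among the largest rises in the recA deletion were those of ogrK, a prophage gene (2.56 ± 1.05, log2, SD, n = 4 times), groS, which encodes a chaperone (2.15 ± 0.84), and iscS, a cysteine desulfurase of iron-sulfur cluster assembly (2.00 ± 0.57). In the other deletion, of topA, ilvB, of branched-chain amino acid synthesis, changed by -2.16 ± 0.65 and aldA, an aldehyde dehydrogenase, by -2.15 ± 0.50, while rpoD, the main sigma factor, rose by 1.64 ± 0.27. In dnaC(Ts) the largest falls among named genes were in yoaB (-1.09 ± 0.22) and galM, a galactose mutarotase (-1.08 ± 0.07). All of these were called by limma. In total 288 probes rose and 374 fell in the recA deletion, 191 rose and 210 fell in the topA deletion (401 in all, 258 to 439 with 1 array left out), and 9 rose and 42 fell in dnaC(Ts). The counts for the recA deletion are 30 and 102 with only its own 4 arrays in the fit, and 156 and 269 with the arrays scaled to 1 median absolute deviation. Of the probes that rose in the wild type, 130 also rose in the recA deletion, 84 in the topA deletion and 8 in dnaC(Ts), where independent calls would share 19.2, 12.7 and 0.599. Of those that fell, 207, 106 and 12 were shared, against 30.7, 17.2 and 3.44. Differences from the wild type were called for 262 probes in the recA deletion (115 higher, 147 lower), 485 in the topA deletion (227 and 258) and 647 in dnaC(Ts) (322 and 325). With 1 array left out, the counts for the topA deletion and dnaC(Ts) run from 274 to 507 and from 417 to 780. The count of differences for the recA deletion is 428 without its 20 min array, 163 without the wild-type 10 min array and 123 without the wild-type 15 min array. With 1 array weight per strain, which allows for the wider spread in the recA deletion, it is 85. The count of 51 probes in dnaC(Ts) is 15, 17 and 28 without its 10, 15 or 20 min array, and 227 with the arrays scaled to 1 median absolute deviation.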

As expected, the *recA* deletion made the cells on average more susceptible to the drug: only 2% of the Δ*recA* cells survived a 20-min treatment compared to 25% of the wild type (see Table S2). Unexpectedly, the Δ*topA* strain showed a slightly higher viability than the wild type. And even more surprisingly, the *dnaC*(Ts) strain was even more susceptible to the drug in the absence of ongoing replication than the wild type (12% of cells survived after 20 min; Table S2). Cytotoxicity of quinolones has been assumed to be triggered when a DNA replication fork collides with a topoisomerase-DNA-quinolone ternary complex [9,18,19]. Significant cell killing in the *dnaC*(Ts) mutant indicated that the passage of the DNA replication fork is not necessary for the drug cytotoxicity.

In addition to the different drug sensitivities, these strains demonstrated diverse patterns of a local transcriptional activity. 

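The lipopolysaccharide core genes lay in a domain of correlated genes in each of the strains, although the domains differed in extent and strength. That of the recA deletion held 43 genes from secB to yicI, of which 13 rose and 1 fell, with a highest window correlation of 0.492. That of the topA deletion held 91 genes from yiaV to yidR (6 rose, 7 fell, 0.546). In dnaC(Ts) it held 28 genes from mtlD to waaQ, of which limma called none, and reached 0.212. Of the lipopolysaccharide core list, 7 of 13 rose and none fell (7 adjusted over the list alone, camera adjusted p = 0.305) in the recA deletion and 3 of 13 rose and none fell (3 adjusted over the list alone, camera adjusted p = 0.287) in the topA deletion. The recA deletion had 63 domains in all and the topA deletion 55, where orders that kept close neighbours together gave 36.0 and 38.3 on average and 50 and 51 at most. Of the 63 wild-type domains, 46 met a domain in the recA deletion, 36 one in the topA deletion and 20 one in dnaC(Ts). The domains of these strains hold 47.2%, 50.7% and 24.9% of the genes, so some would meet by chance, and no chance count was made. The recA deletion shared 335 windows with the wild type and the topA deletion 372, where 136.9 and 171.9 would be shared by chance. Shifts around the chromosome gave as many in shares of 0.000257 (the smallest they can give) and 0.000514.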

Although individual strains could be characterized by some unique spatial domains, many of the domains could be seen in three out of four strains, including most prominently the domain surrounding the *rfa* locus (Figure 1B). Moreover, spatial transcriptional domains could not be detected in the absence of DNA replication, even though the cells were fully transcriptionally competent (based on an isotope incorporation study and *lac*-operon induction; unpublished data).

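In dnaC(Ts), 242 of 3889 windows or 6.22% had a p under 0.01, merged into 41 domains, which hold 24.9% of the genes. The strongest was around the ribosomal protein genes, with 46 genes from fmt to chiA, of which 6 fell and none rose, and a highest window correlation of 0.764. There rplC and rplN, which encode ribosomal proteins, changed by -0.82 ± 0.20 and -0.82 ± 0.23 (log2, SD, n = 4 times), both called by limma. The share of windows was 16.0% in the recA deletion and 20.1% in the topA deletion. With 1 array left out, dnaC(Ts) had 3.55 to 5.37% of windows and 23 to 40 domains. In 200 shuffled gene orders of dnaC(Ts) the share was 1.13% on average and 2.11% at most, and orders that keep close neighbours together gave 3.99% at most. With 1 array left out, such orders of the same arrays gave 3.09 to 4.04% at most and never reached the observed share. Domains numbered 14.4 on average and 25 at most in shuffled orders, and 23.7 and 34 with close neighbours kept together. With gene pairs at equal distance from the centre of a window, the share of windows was 1.41%, against 0.877% on average and 1.26% at most in shuffled orders. With a window p under 0.001 the share was 1.44%, against 0.386% at most. Orders that keep close neighbours together were not run in these settings. Windows shared with the wild type numbered 82, where 53.3 would be shared by chance, and a share of 0.0270 of the shifts gave as many. The paper concludes from the comparison of strains that replication is required for the domains to form.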

### Comparative Overview of the Individual Strains

The Δ*recA* strain, in addition to the loss of the recombination function, is deficient in a RecA-mediated cleavage of the LexA protein that represses transcription of the SOS genes [12]. 

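Without recA, the rise of the SOS genes after norfloxacin was lost or reduced: recN and sulA, among the genes that rose most in the wild type, were lower in the recA deletion, with differences of -4.59 (SE 0.32) and -3.69 (SE 0.37) on the log2 scale, with n = 4 times in each strain. The repressor gene lexA differed by -2.94 (SE 0.19), and yebG by -3.08 (SE 0.27). Their adjusted p from limma ran from 4.9e-08 for lexA to 7.0e-06 for sulA. The regulon includes recA, which is deleted and whose difference measures no lost response. Of the 26 other members measured, 22 were lower and none was higher (24 adjusted over the list alone, camera adjusted p = 0.0243), with a mean difference of -1.73. Within the recA deletion, 3 of these 26 still rose, namely uvrA and uvrB of excision repair, by 1.03 ± 0.35 and 0.88 ± 0.42 (SD, n = 4), and polB, DNA polymerase II, by 0.72 ± 0.41. For those genes the differences from the wild type were -1.79, -1.70 and -1.50, all called. The call of polB in the recA deletion ends without its 10 or 15 min array (means of 0.54 and 0.68) and with the arrays scaled to 1 median absolute deviation (0.54). That camera p passes 0.05 without the wild-type 5 min array or without the 10 or 20 min array of the recA deletion (0.0591, 0.0505 and 0.0826).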

Following the drug treatment, all of the known genes in the LexA regulon were activated in the RecA-dependent manner (Table 1). The regulatory regions of the genes that showed RecA-dependent activation contained the LexA binding site more frequently than expected by chance (Table 1; CTG[N10]CAG, *p* = 2.3E−13; TTG[N10]CAG for *dinG, p* = 4.4E−3, assuming a hypergeometric distribution for testing against the null hypothesis). Some other genes containing the LexA box, including *argS, cydD, glyA, gor, rfaZ, trxA, yccS, ychB,* and *yecD,* also exhibited RecA-dependent activation. 

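Genes of varied function were among those named for a LexA box: glyA, serine hydroxymethyltransferase, rose in the wild type by 1.12 ± 0.20 (log2, SD, n = 4 times), cydD, of a transporter of glutathione and cysteine, by 1.00 ± 0.04, and gor, glutathione reductase, by 0.97 ± 0.32. The transcripts of trxA, thioredoxin, argS, arginyl-tRNA synthetase, ychB (ispE) and rfaZ (waaZ) rose by 0.81, 0.78, 0.90 and 0.79. Those of yccS and yecD had means of 0.56 (adjusted p = 7.0e-04 from limma) and 0.52 (adjusted p = 0.00209), under the minimum of 1.5-fold. None of the 9 was called in the recA deletion, with means from -0.25 for yecD to 0.54 for glyA. As for the difference, 7 of 9 were lower and none was higher (9 adjusted over the list alone, camera adjusted p = 0.0199), the largest being -1.03 (SE 0.20) for gor, and that camera p is 0.0591 without the wild-type 5 min array and 0.0826 without the 20 min array of the recA deletion. Not called in the difference were waaZ at -0.46 (adjusted p = 0.0879) and ispE at -0.60 (adjusted p = 0.0816). The study chose these genes on these samples, so their direction is not independent evidence.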

Although the involvement of some of those genes in the SOS response has been sporadically addressed (for example, it has been shown that a thioredoxin-deficient mutant *(trxA)* is sensitive to hydrogen peroxide [20]), their role in rescuing bacterial cells from DNA damage remains unclear.

**Table 1:**
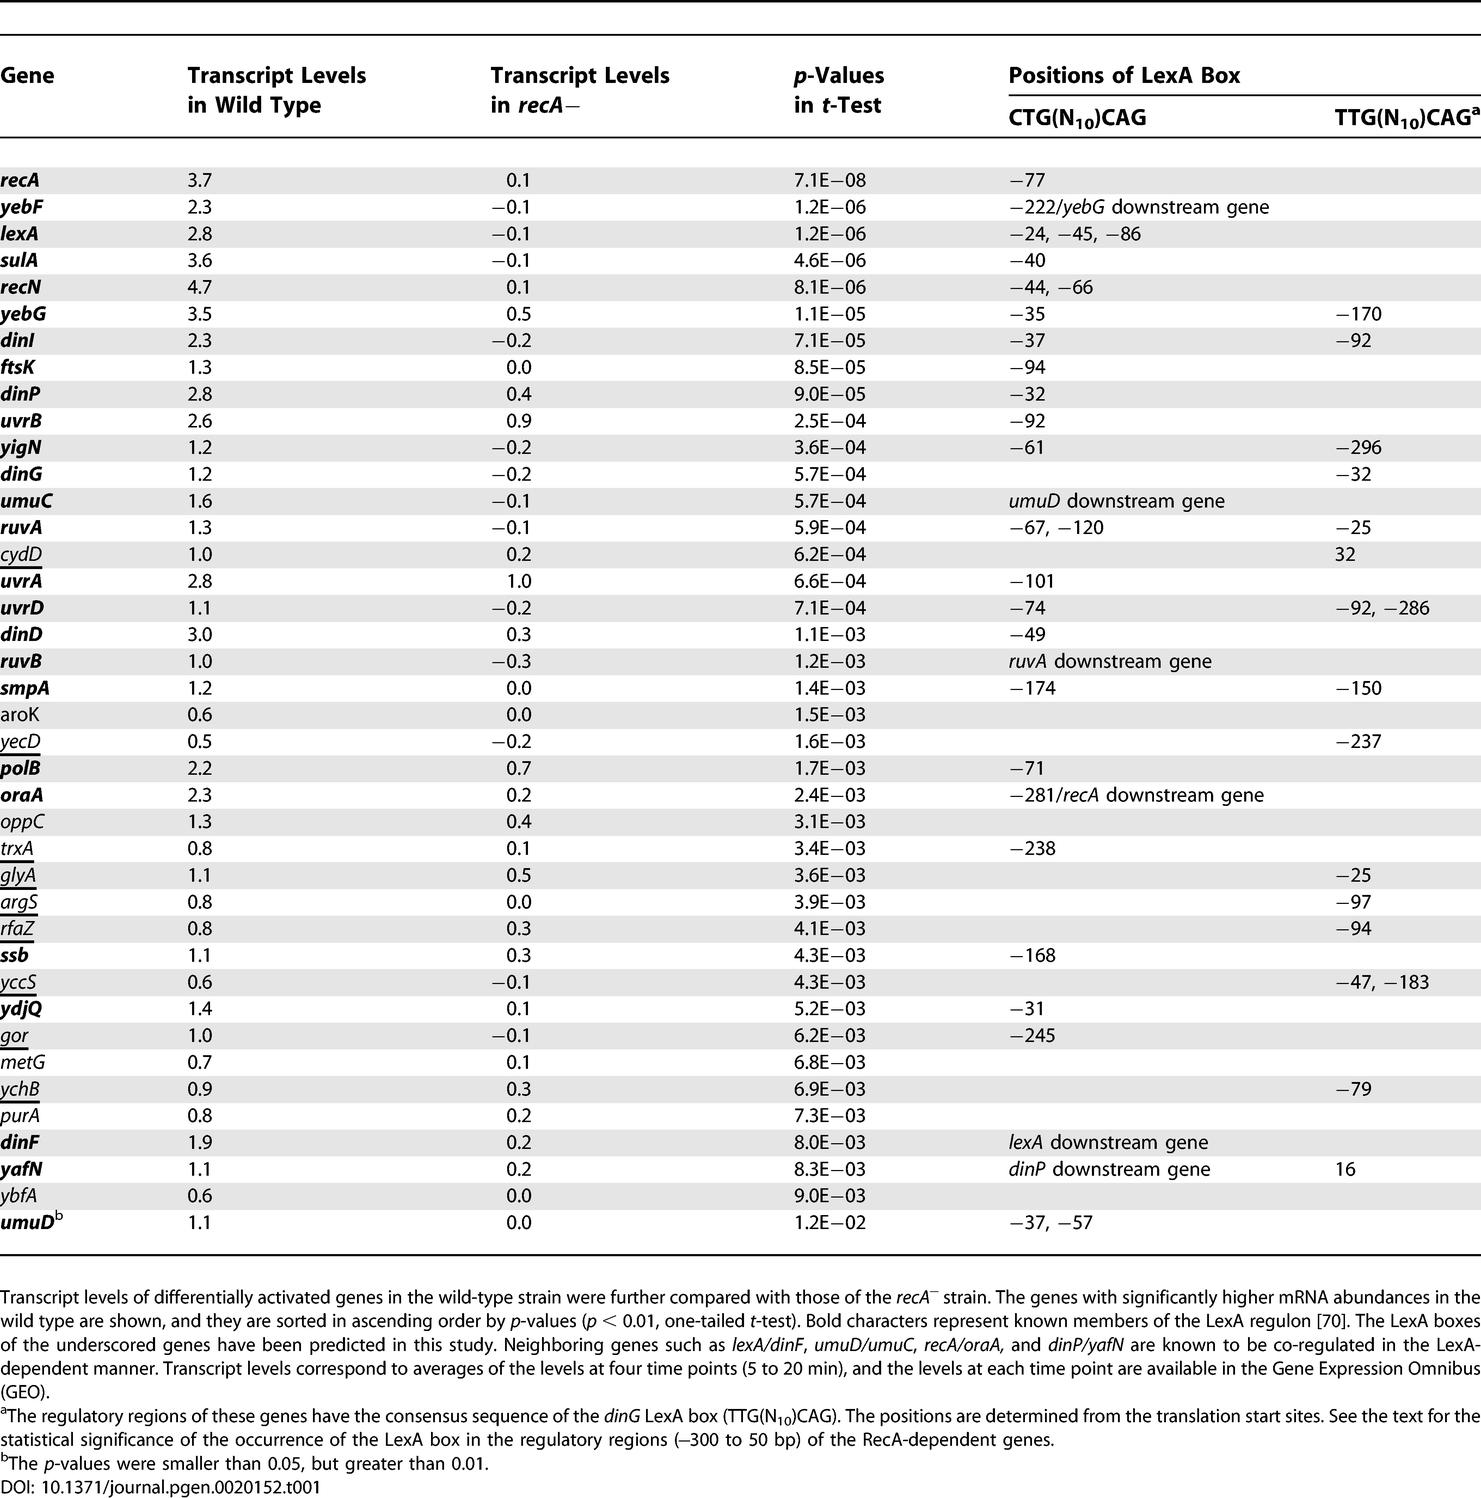
RecA-Dependent Activation and Genes of the LexA Regulon

The E. coli strain carrying the deletion of the *topA* allele without the compensatory mutations has been reported recently [21]. We confirmed that transduction of the Δ*topA* into the MG1655 background was not accompanied by the compensatory mutations in the *gyrA* or *gyrB* genes or by any changes in the *tolC-par* and *topB* regions of the chromosome (unpublished data). We also did not observe any changes in transcript or protein levels of the *parC, parE,* and *topB* (unpublished data). Additionally, we verified that a significant fraction of the plasmid DNA was hyper-negatively supercoiled in the Δ*topA* strain and that positively supercoiled plasmid DNA did not accumulate in the strain even at 50 μg/ml of norfloxacin; only traces of the relaxation activity could be observed at 37 °C, but not at 30 °C, when DNA gyrase was inhibited by the drug (Figure S1). The direct comparison of the transcriptional profiles between the Δ*topA* strain and its isogenic wild type without the drug treatment revealed that the most up-regulated genes in the Δ*topA* strain were the genes in the *leuABCD*/*leuO* cluster (*b0071*~*b0076,* 2.6- to 4.8-fold induction). This activation of the *leu* gene cluster is reminiscent of the suppression of the *leu*-500 promoter by the *topA* mutation in Salmonella typhimurium [22,23]. In *E. coli,* it has been demonstrated that the plasmid-borne *leu*-500 promoter can be activated by the *topA* mutation when the diffusion of free supercoils is presumably constrained [24].

Besides the *leu* cluster, genes in several other functional groups appeared to be activated in the absence of the *topA,* including energy metabolism (*acnB, aldA, gltA, fruR, fumC, lldD,* and *pdhR;* at least 2-fold change), transport and binding proteins *(fadL, lamB, lldP, malE,* and *rbsD),* and central intermediary metabolism *(metK, pps,* and *speB)*. The majority of the down-regulated genes belonged to the “cell envelope” (22 genes) and the “motility and chemotaxis” (ten genes) categories.

At a restrictive temperature of 38 °C, the *dnaC*(Ts) mutation blocks the initiation of DNA replication while allowing ongoing rounds to go to completion [25,26]. Shifting the *dnaC*(Ts) strain and its isogenic wild type from 30 °C to 38 °C resulted in the indistinguishable transcriptional profiles (G. Prasad, K. S. Jeong, and A. B. Khodursky, unpublished data). After the completion of ongoing rounds of replication, 90 min after the upshift, the cells were treated with norfloxacin, and the transcriptional response was evaluated relative to the untreated control. Although the SOS response was subdued compared to the response in the wild type, it could be easily discerned from the global transcriptional profile (Figure S2). 

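In dnaC(Ts) a few SOS genes rose, and by less than in the wild type. The transcripts of recN, sulA, recA, yebG and lexA rose by 1.28 ± 0.66, 1.28 ± 0.92, 1.14 ± 0.65, 1.06 ± 0.64 and 0.72 ± 0.43 (log2, SD, n = 4 times). In the LexA regulon 5 of 27 rose and none fell (6 adjusted over the list alone, camera adjusted p = 0.376), with a mean of 0.46. Relative to the wild type recN differed by -3.38 (SE 0.32), recA by -2.58 (SE 0.26) and dinB, an error-prone DNA polymerase, by -2.42 (SE 0.24), with an adjusted p from limma of 4.7e-06, 7.4e-06 and 6.3e-06. Of the regulon, 21 of 27 were lower and none was higher (25 adjusted over the list alone, camera adjusted p = 0.0766), and the mean difference was -1.50. Of the LexA-box genes that the study names, 9 of 9 were lower and none was higher (9 adjusted over the list alone, camera adjusted p = 0.0299), a camera p that is 0.0587 without the wild-type 5 min array. The study chose these genes for activation in these wild-type samples, so their direction here is not independent evidence. Of all 603 probes called in the wild type, 407 were weaker in dnaC(Ts) at an adjusted p under 0.05 from limma. Without the 10, 15 or 20 min array of dnaC(Ts), none of the 27 members is called by limma there, as the adjusted p passes 0.01, while the means stay at 0.94 to 1.16 for recA and 1.03 to 1.35 for sulA.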

We also observed up-regulation of the genes encoding DNA gyrase, *gyrA* (~1.6-fold), and *gyrB* (~2.5), and down-regulation of the *topA* (0.5), which was similar to the wild-type response.

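The transcript of gyrB rose in dnaC(Ts) by 0.87 ± 0.35 (log2, SD, n = 4 times), which is 1.82-fold (adjusted p = 0.00229 from limma). That of topA changed by -0.90 ± 0.23, a ratio of 0.538 (adjusted p = 7.4e-05). The mean of gyrA was 0.51 ± 0.25, a ratio of 1.42 (adjusted p = 0.0522, not called), under the minimum of 1.5-fold. With only the 4 arrays of dnaC(Ts) in the fit its adjusted p was 0.00219. Compared with the wild type, gyrB differed by -0.28 (SE 0.22, adjusted p = 0.425) and topA by 0.15 (SE 0.14, adjusted p = 0.513). The rise of gyrA was weaker than in the wild type, with a difference of -0.93 (SE 0.20, adjusted p = 0.00487). With the arrays scaled to 1 median absolute deviation, gyrA in dnaC(Ts) was called at 0.72 (adjusted p = 0.00131), and its difference from the wild type was not (-0.53). The call of gyrB ends without the 10, 15 or 20 min array of dnaC(Ts), at means of 0.94, 0.72 and 0.83.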

### Multifactorial Analysis of the Gyrase-Dependent Transcriptional Response

The cluster analysis of the time-course data using self-organizing maps (SOM) [27] revealed substantial differences in the temporal expression patterns among the four strains (Figure 2). The expression patterns shown by the various weight vectors of the SOM indicated that the coordination of the transcriptional response in the cells is affected by the individual mutations. For example, although in the wild-type cells the activity of the SOS regulon is most anti-correlated with the activity of the major transporter systems (Figure 2A, the bottom-left corner and top-right corner vectors, circled), this relationship is broken in all three mutants. 

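Some transporter genes were called in each mutant. Without recA, fiu and fepA, which encode siderophore receptors, had means of -3.51 ± 1.42 and -2.78 ± 1.37 (log2, SD, n = 4 times), and lamB, the maltoporin, -1.85 ± 1.13, all called by limma. Of iron acquisition genes 28 of 31 fell and none rose (28 adjusted over the list alone, camera adjusted p = 0.182) there, of the maltose regulon 7 of 10 fell and none rose (7 adjusted over the list alone, camera adjusted p = 0.305), and of osmoprotectant uptake 1 of 4 rose and 3 fell (1 and 3 adjusted over the list alone, camera adjusted p = 0.289). With topA deleted, cirA and fepA had means of 0.11 and -0.34 and were not called, while livK, a leucine-binding protein, changed by -1.52 ± 0.51. Of the iron genes 4 of 31 fell and none rose (3 adjusted over the list alone, camera adjusted p = 0.928) in that strain, and of the maltose regulon 3 of 10 fell and none rose (3 adjusted over the list alone, camera adjusted p = 0.545). For peptide and amino acid uptake, 5 of 24 rose and 10 fell (5 and 11 adjusted over the list alone, camera adjusted p = 0.393) in the recA deletion and 2 of 24 rose and 5 fell (2 and 5 adjusted over the list alone, camera adjusted p = 0.619) in the topA deletion. In dnaC(Ts), argT, an arginine-binding protein, changed by -0.72 ± 0.14, as 1 of 24 members called, while limma called none of the 31 iron genes and none of the 10 maltose genes. The self-organizing map itself was not analysed here.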

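In the recA deletion the mean change of the LexA regulon without recA was 0.16 (log2), with sulA at -0.09 ± 0.20 and recN at 0.08 ± 0.32 (SD, n = 4 times), neither called by limma. By contrast, in the topA deletion sulA, an inhibitor of cell division, rose by 2.35 ± 0.62, recN by 2.32 ± 0.37 and uvrA by 2.07 ± 0.41. Of the regulon 19 of 27 rose and none fell (21 adjusted over the list alone, camera adjusted p = 0.12) there. The division gene minD, whose product helps to place the septum, changed in the topA deletion by -1.98 ± 0.32, gdhA, glutamate dehydrogenase, by -1.98 ± 0.81 and ilvD, of branched-chain synthesis, by -1.87 ± 0.62. Of branched-chain synthesis 5 of 13 fell and none rose (6 adjusted over the list alone, camera adjusted p = 0.619) in that strain.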

Whereas this is not particularly surprising in the case with the *recA^−^* strain in which the SOS genes were not induced (Figure 2B; no specific nodes could be identified with any subset of the SOS genes), it is rather unexpected that, in the absence of the *topA* gene, the SOS genes should be most anti-correlated with the different group of genes, those involved in the cell division and amino acid metabolism (Figure 2C). Additionally, whereas some differentially expressed genes exhibited similar temporal profiles in different strains (red or blue circle), a gene composition of each profile was strongly affected by a mutant background. These variations, however, cannot be adequately accounted for by an exploratory data analysis, such as SOM.

**Figure 2:**
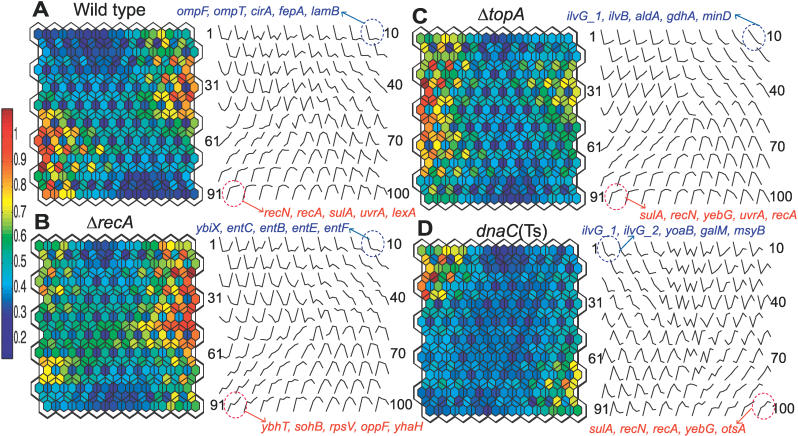
SOM Analysis of Temporal Transcriptional Profiles U-matrix (left side of panel) and weight vectors (right side of panel) of a self-organizing feature map of temporal transcriptional profiles observed after the addition of norfloxacin to the wild-type (A), *recA* (B), *topA* (C), or *dnaC*(Ts) (D) mutant. Transcript levels measured at 5, 10, 15, and 20 min of the treatment were compared with those of the non-treated cells (0 min; first time point) for 1,109 genes that showed differential expression in at least one strain. Each contoured hexagon (left side of panel) has a corresponding weight vector that represents temporal responses (0 to 20 min, right side of panel). Small hexagons indicate map units that are colored according to the medians of the surrounding hexagon with a contour line passing through.

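Of the 4060 probes, 1113 were called in at least 1 strain. Those called in every strain were opgG, of periplasmic glucan synthesis, and gyrB, which rose, and bamA, of outer membrane protein assembly, yicH and the unnamed probe 2551, which fell. The transcript of gyrB rose by 1.78 in the recA deletion and by 1.53 in the topA deletion (log2, n = 4 times each). Untreated cells carried Cy3 on every array, so a dye effect of a probe cannot be separated from a response that is alike in all strains. Genes called in every strain were named after their values were seen.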

To explain these variations and to obtain a synthetic description of the transcriptional consequences of the gyrase inhibition in the wild-type cells, we developed a linear model that took into account the multiplicity of physiological effects stemming from the gyrase inhibition (see Materials and Methods). The model incorporated seven effects: the effect of norfloxacin on the wild-type cells (coefficient *β**_1_***); the genetic effects associated with the ability of the cells to repair DNA (coefficient *β**_2_***), to relax DNA *(β**_3_**)*, and to replicate DNA *(β**_4_**)*; and the effect of norfloxacin on the cells that cannot repair their DNA *(β**_5_**)*, cannot efficiently relax their DNA *(β**_6_**)*, and do not replicate their DNA *(β**_7_**)*. For example, the coefficients *β**_1_**, β**_5_**, β**_6_**,* and *β**_7_*** characterizing the activity of one of the SOS response genes, *sulA,* are, respectively, 3.6, −3.7, −1.2, and −2.3. It signifies that the transcriptional induction of *sulA* in the wild-type cells by norfloxacin *(β_1_)* is negated in the *recA*-deletion mutant (drug–*recA* interaction: *β_5_*), with the two effects acting in the opposite directions (3.6 versus −3.7). 

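The transcript of sulA, whose product blocks cell division during the SOS response, rose in the wild type by 3.61 (log2, SE 0.26, n = 4 times). The difference from the wild type was largest in the recA deletion, where the rise was absent, and was -1.26 (SE 0.37) in the topA deletion and -2.33 (SE 0.37) in dnaC(Ts). The adjusted p from limma of these last differences was 0.0346 and 4.7e-04. The call for the topA deletion ends without its 5 or 10 min array (differences of -1.00 and -1.20), without the wild-type 5 or 10 min array (-1.02 and -1.28), and with the arrays scaled to 1 median absolute deviation (-0.82).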

Besides the effect of the *recA* mutation, the *topA* and *dnaC* mutations also influenced the induction of the *sulA* gene, although to a somewhat lesser extent. The compilation of all coefficients determined for the genes present on the DNA microarrays is provided in Table S3.

We observed that at least one coefficient, a ratio in a typical context of pair-wise comparisons, describing the gene–drug interactions changed by at least 2-fold (*β**_5_**, β**_6_**,* or *β**_7_*** > 1 or < −1) for 230 genes representing eight functional categories (Figure 3A). For example, the genes whose products are annotated as related to transport/binding proteins were repressed in the presence of the functional *topA* or *dnaC* gene (In Figure 3, the positive values represent a relative increase in transcript levels in the presence of a wild-type allele and vice versa). 

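A difference of more than 1 on the log2 scale between a mutant and the wild type was found for 304 probes, of which 281 also had an adjusted p under 0.05 from limma. For the recA deletion 53 probes were below -1 and 42 above 1, and the largest positive differences included poxB, pyruvate oxidase, at 1.79 (SE 0.38, n = 4 times in each strain) and iscS at 1.62 (SE 0.22). For the topA deletion 42 were below and 76 above, with nrdA, of ribonucleotide reductase, at -2.19 (SE 0.32) and mepM, a murein endopeptidase, at 2.26 (SE 0.28). In dnaC(Ts) 73 were below and 115 above, with trxB, thioredoxin reductase, at -2.04 (SE 0.20) and aldA at 2.06 (SE 0.28).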

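Some genes of transport that fell in the wild type were higher in the topA deletion and in dnaC(Ts). The siderophore receptors cirA and fiu differed from the wild type by 2.71 (SE 0.34) and 2.35 (SE 0.48) in the topA deletion and by 2.38 and 2.72 in dnaC(Ts) (log2, n = 4 times in each strain), with adjusted p from 2.5e-04 to 0.00462 from limma. The maltose-binding protein malE differed by 1.24 (SE 0.34) and 2.35 (SE 0.34). Of the iron genes 12 of 31 were higher and none was lower (17 adjusted over the list alone, camera adjusted p = 0.188) in the topA deletion, and of the maltose regulon 4 of 10 were higher and none was lower (5 adjusted over the list alone, camera adjusted p = 0.212). In dnaC(Ts), of the iron genes 15 of 31 were higher and none was lower (20 adjusted over the list alone, camera adjusted p = 0.177), and of the maltose regulon 9 of 10 were higher and none was lower (9 adjusted over the list alone, camera adjusted p = 0.0967). Of outer membrane proteins, 4 of 11 were higher and 1 was lower (4 and 2 adjusted over the list alone, camera adjusted p = 0.18) in the topA deletion and 3 of 11 were higher and 1 was lower (3 and 2 adjusted over the list alone, camera adjusted p = 0.764) in dnaC(Ts). Of osmoprotectant uptake 1 of 4 was lower and none was higher (3 higher and 1 lower adjusted over the list alone, camera adjusted p = 0.365) in the topA deletion and 3 of 4 were higher and none was lower (3 higher and 1 lower adjusted over the list alone, camera adjusted p = 0.133) in dnaC(Ts), where proX, the glycine betaine-binding protein, differed by 2.25 (SE 0.41). Peptide and amino acid uptake was mixed, as 4 of 24 were higher and 6 were lower (4 and 7 adjusted over the list alone, camera adjusted p = 0.746) in the topA deletion and 10 of 24 were higher and 8 were lower (14 and 8 adjusted over the list alone, camera adjusted p = 0.426) in dnaC(Ts).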

Transcription of the genes encoding components of central intermediary metabolism, amino acid biosynthesis, and biosynthesis of cofactors has been similarly affected. 

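The histidine genes, which fell in the wild type, were higher than there by 1.22 (SE 0.27) for hisI in the topA deletion and by 1.65 (SE 0.27) in dnaC(Ts) (log2, n = 4 times in each strain). Of the operon 8 of 8 were higher and none was lower (8 adjusted over the list alone, camera adjusted p = 0.148) in the topA deletion and 8 of 8 were higher and none was lower (8 adjusted over the list alone, camera adjusted p = 0.0766) in dnaC(Ts). In the ArgR regulon, argC and carA differed in the topA deletion by 1.67 (SE 0.39) and 1.65 (SE 0.52). There 8 of 16 were higher and none was lower (13 adjusted over the list alone, camera adjusted p = 0.188), and in dnaC(Ts) 3 of 16 were higher and none was lower (5 adjusted over the list alone, camera adjusted p = 0.558). For pyrimidine synthesis, 4 of 10 were higher and none was lower (5 adjusted over the list alone, camera adjusted p = 0.212) in the topA deletion and 6 of 10 were higher and 1 was lower (6 and 1 adjusted over the list alone, camera adjusted p = 0.316) in dnaC(Ts). Methionine synthesis gave 1.19 (SE 0.33) for metF in dnaC(Ts), where 3 of 8 were higher and none was lower (4 adjusted over the list alone, camera adjusted p = 0.316), while 1 of 8 was higher and none was lower (1 adjusted over the list alone, camera adjusted p = 0.375) in the topA deletion. For cysteine and sulfate genes, none of 13 was called (camera adjusted p = 0.746) in the topA deletion and 3 of 13 were higher and none was lower (3 adjusted over the list alone, camera adjusted p = 0.764) in dnaC(Ts), with cysN, of sulfate activation, at 1.69 (SE 0.38). Of branched-chain synthesis, 1 of 13 was lower and none was higher (0 adjusted over the list alone, camera adjusted p = 0.92) in the topA deletion and 2 of 13 were higher and 1 was lower (2 and 1 adjusted over the list alone, camera adjusted p = 0.847) in dnaC(Ts). All differences named were called by limma.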

The *recA* gene contributed mostly to activation of the genes in the DNA synthesis, modification, and degradation category. In addition to the *recA*–drug effect *(β**_5_**)*, the *topA*–drug *(β**_6_**)* and *dnaC*–drug *(β**_7_**)* interactions suggested that the loss of function of the *topA* or *dnaC* gene can substantially affect transcriptional activation of those genes. In this group, the coefficients *(−β**_5_**)* for the *recA*–drug interaction are larger than those *(−β**_6_**)* for the *topA*–drug interaction (*p* = 0.03), but they are comparable to those *(−β**_7_**)* describing the *dnaC*–drug interaction (*p* = 0.25). 

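Among the genes most reduced in response by the loss of recA were SOS genes such as dinI, which encodes a modulator of RecA, at -2.47 (SE 0.25), dinB at -2.37 (SE 0.24) and umuC, of an error-prone polymerase, at -1.78 (SE 0.34) relative to the wild type (log2, n = 4 times in each strain, adjusted p of 7.0e-06, 7.0e-06 and 0.00453 from limma). Of the 26 measured members of the LexA regulon other than recA itself, 20 had a difference below -1. Genes of DNA metabolism outside the regulon differed less: of replication proteins 1 of 23 was lower and none was higher (1 adjusted over the list alone, camera adjusted p = 0.937), and of other repair genes 2 of 29 were lower and none was higher (2 adjusted over the list alone, camera adjusted p = 0.781), which were mutS, of mismatch repair, at -0.56 and sbcB, exonuclease I, at -0.46.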

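For 15 genes of the LexA regulon, the loss of recA reduced the response more than the loss of topA did. For yebG the differences from the wild type were -3.08 in the recA deletion, -1.43 (SE 0.27) in the topA deletion and -2.49 (SE 0.27) in dnaC(Ts), and for lexA -2.94, -1.28 (SE 0.19) and -2.12 (SE 0.19) (log2, n = 4 times in each strain). Of the regulon 1 of 27 was higher and 15 were lower (1 and 19 adjusted over the list alone, camera adjusted p = 0.188) in the topA deletion, the higher member being yafO at 0.58, and the mean difference was -0.86. With recA left out, since it is deleted in 1 of the strains, the other 26 members had means lower in the recA deletion than in the topA deletion, the 15 at an adjusted p under 0.05 from limma (19 adjusted over the list alone, camera adjusted p = 0.222), with a mean of -0.90. Against dnaC(Ts), 16 of these 26 had lower means in the recA deletion, 4 at an adjusted p under 0.05 from limma (4 adjusted over the list alone, camera adjusted p = 0.724), with a mean of -0.27.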

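Outside DNA metabolism, differences from the wild type were called for some genes of other groups. In the recA deletion, bolA of the general stress response was higher by 0.73 (SE 0.19), and ibpB, a small heat shock protein, by 1.11 (SE 0.27) (log2, n = 4 times in each strain). Of the general stress genes 3 of 13 were higher and none was lower (10 adjusted over the list alone, camera adjusted p = 0.486), of heat shock genes 3 of 18 were higher and none was lower (11 adjusted over the list alone, camera adjusted p = 0.486), and of flagella and chemotaxis 2 of 47 were higher and 6 were lower (6 and 14 adjusted over the list alone, camera adjusted p = 0.781). For the topA deletion, 4 of 9 were higher and none was lower (6 adjusted over the list alone, camera adjusted p = 0.212) among the ATP synthase genes and 3 of 14 were lower and none was higher (6 adjusted over the list alone, camera adjusted p = 0.375) among oxidative stress genes. In dnaC(Ts), the oxidative stress regulator oxyR differed by -0.98 (SE 0.25) and the uracil gene upp by -1.28 (SE 0.31). There 4 of 14 were lower and none was higher (5 adjusted over the list alone, camera adjusted p = 0.231) in the oxidative stress list, 4 of 10 were lower and none was higher (5 adjusted over the list alone, camera adjusted p = 0.316) in nucleoside breakdown and uptake, and 5 of 13 were lower and none was higher (8 adjusted over the list alone, camera adjusted p = 0.316) in the lipopolysaccharide core. All named differences were called by limma.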

For most genes with known functions, the transcriptional response to the gyrase inhibition appeared to be associated predominantly with DNA relaxation *(−β**_6_**)* and/or DNA replication *(−β**_7_**)*, with the *recA* contributing mostly to transcriptional activity of the genes involved in DNA metabolism and cell division.

**Figure 3:**
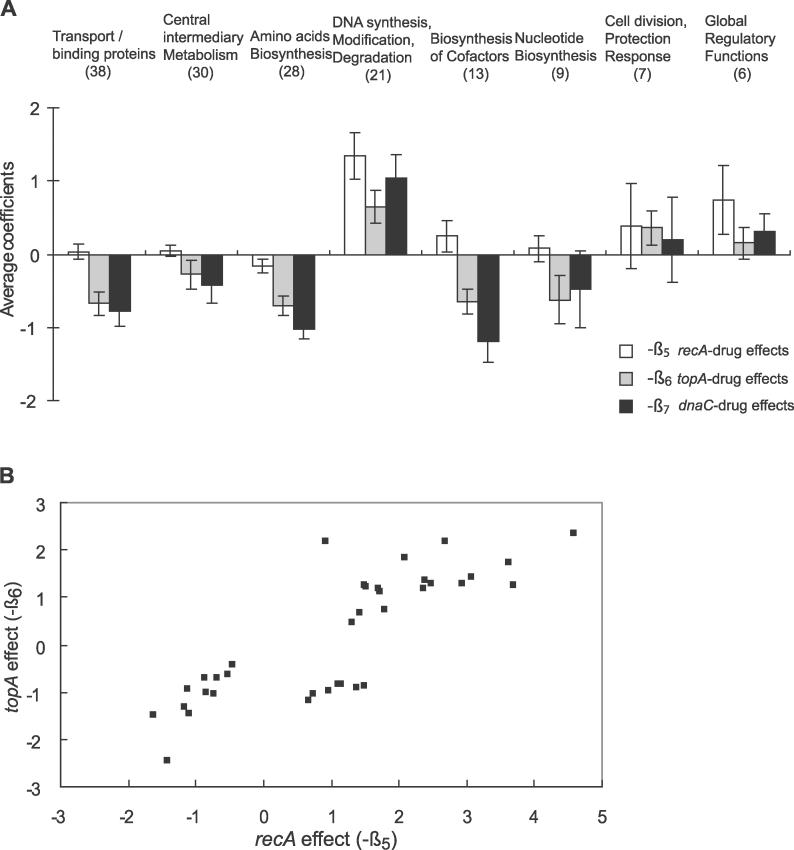
Average Coefficients of Gene–Drug Interactions The *β**_5_**, β**_6_**,* and *β**_7_*** values in different functional groups (A) and association between the *recA* and *topA* mutation effects (B) are shown. (A) For the sake of convenience, the average coefficients are shown with opposite signs (−β*_5_* *,* −β*_6_*, and −β*_7_*), so that the positive values indicate the increase in transcript levels and the negative indicates the decrease. The number of genes in each functional group is in parenthesis, and the error bars represent two standard errors. (B) The interactions between the *recA–*drug *(−β_5_*) and *topA–*drug *(−β_6_*) effects can be seen as the positive correlations for 36 selected genes *(r* = 0.82; *p* < 0.1 in both −β*_5_* and −β*_6_*).

### A Role of Topo I in Mediating a Relaxation-Dependent Transcriptional Response

Transcriptional effects of DNA gyrase inhibition, repression, or activation of transcription [5], are assumed to be associated with DNA relaxation. Topo I is the main relaxation activity in the cell [21]. To examine the contribution of Topo I to the spectrum of transcriptional events triggered by gyrase inhibition, we identified the set of genes that were differentially affected by the drug, compared to those without using the drug, in the wild-type strain (*q* < 1% in SAM [significance analysis of microarrays] and coefficient *β**_1_*** > 0.5 or < −0.5). These genes can be further classified into four groups according to their *topA* dependency (Table 2) as follows: group I: activated, *topA* independent; group II: activated, *topA* dependent; group III: repressed, *topA* independent; and group IV: repressed, *topA* dependent. 

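Some genes rose or fell alike in the wild type and the topA deletion. The transcript of rpoD, for instance, rose by 1.43 ± 0.87 in the wild type, and that of gdhA changed by -2.15 ± 0.26 there (log2, SD, n = 4 times). Of the 270 probes that rose in the wild type, 61 rose in the topA deletion without being significantly weaker (one-sided p of 0.05 or more from limma), 23 rose less, 186 were not called and 0 fell. The 61 run from 39 to 70 with 1 array left out, and are 39 when the 15 min array of the topA deletion is left out. Of the 333 that fell, 83 fell alike, 23 fell less, 224 were not called and 3 rose, namely mltD, mepM and znuA. With those that changed less included, probes that rose in both strains number 84, and those that fell in both 106. The counts to set beside the paper's groups I and III are the 61 and 83 that changed alike. Median changes of the alike groups were 0.84 in the wild type and 0.90 in the topA deletion for genes that rose, and -0.94 and -1.03 for genes that fell.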

The inhibition of DNA gyrase by norfloxacin activated 84 genes (group I) and repressed 95 genes (group III), in both the wild type and Δ*topA* mutant. Regulation of transcription of those genes depended on changes in the gyrase activity, but not on the activity of Topo I. Interestingly, the repressed genes had a relatively high GC content in their coding regions, uncharacteristic of the E. coli genome sequence, (group III, blue in Figure 4A; *p* = 0.029, coding regions between +1 and +500 base pairs [bp] from the translation start sites; *p* = 0.0045 between +200 and +500 bp), whereas the activated genes had the expected GC content (group I, red in Figure 4A). Since their regulatory regions had a slightly lower GC content than expected, repression of those genes upon the gyrase inhibition could not be explained on the basis of an unfavorable energetic state of the DNA template on the stage of transcription initiation. Instead, it is more likely that efficient elongation of transcription through the regions with the high GC content requires a swivel, normally provided by DNA gyrase.

**Table 2:**
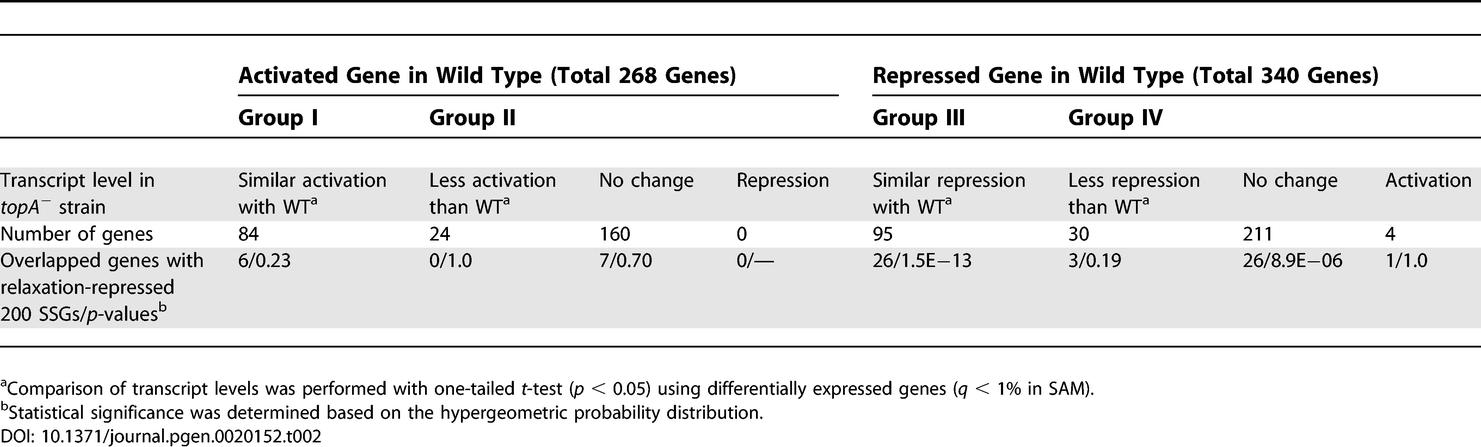
A *topA*-Dependent Classification of Differentially Expressed Genes

**Figure 4:**
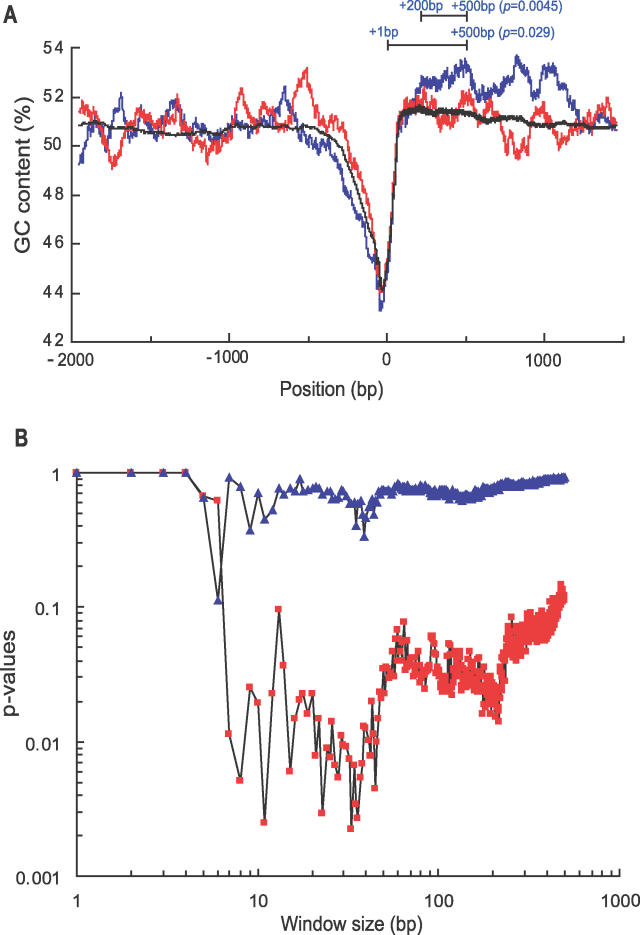
Comparison of the GC Content in Upstream and Coding Regions of Activated and Repressed Genes (A) The GC content of the DNA regions from −2,000 to +1,500 nt, relative to the translation start site, of 84 activated (red) and 95 repressed (blue) genes was calculated with a 100-nt moving window (black: the average GC content of the genome). The significance of the GC content differences in a given region was determined by comparing the average GC content of the repressed genes with the GC content of 10,000 randomly sampled sets of similar fragments in the genome. (B) DNA windows, from 1 nt to 500 nt, were compared to assess their GC content in −500-nt upstream regions. The *p*-values were determined by comparing the averages of the maximal GC content values of the activated (red square), or repressed (blue triangle), genes with the corresponding values of 10,000 randomly sampled sets from the whole genome.

Unlike the genes that were repressed by inhibition of gyrase, the upstream regions (up to about 1 kb from their respective translation start sites) of the activated genes had a biased GC composition (data series labeled in red in Figure 4A). We found that short DNA segments with an unusually high GC content are located in the upstream regions of the activated genes (group I in Table 2; red in Figure 4B). When compared with 10,000 randomly selected sets of sequences from the entire genome, the windows with the most significant differences in the GC content were 33, 11, 36, 23, and 35 bp (*p* = 0.0022 to 0.0034). These sizes are very similar to those of palindromic units (PU or REP; sizes range from 33 to 40 bp [28,29]). Several PUs can be found in the bacterial interspersed mosaic elements (BIMEs) that are known to be preferentially bound and cleaved by DNA gyrase [29–31]. The PUs are imperfect palindromes, and their partial DNA base composition exhibits an unusually high GC content (Y: 13 bp, 85%; Z1: 9 bp, 78%; and Z2: 14 bp, 86%). We found several significant GC-rich consensus sequences such as CGCGCCG (*p* = 6.5E−14) and GCGGCGCGC (*p* = 6.4E−7) in 500-bp upstream regions of 84 activated genes using Bioprospector [32]. The sizes of the DNA fragments with a high GC content found in those regions ranged from 8 to 46 bp (*p* < 0.01). Such GC-rich motifs were not found in the sequences of the repressed genes (group III, blue in Figure 4B). It is tempting to speculate that these small GC-rich sequences, similar to BIMEs, could serve as mediators of the gyrase activity on the chromosome. Interestingly, the majority of the gyrase binding sites mapped by Franco and Drlica [33] were located in the GC rich region of the *recF* gene.

Many genes, whose transcriptional activity was repressed by gyrase inhibition in the wild type, exhibited no, or insignificant, changes in transcript levels in the Δ*topA* strain (group IV: 245 genes, 72%; see Table 2). It is very likely that the normal transcriptional activity of those genes requires normal levels of DNA supercoiling, and they become repressed when the DNA template is relaxed by Topo I. The following classes were significantly represented by the genes from group IV: transport/binding proteins (47 genes), amino acid biosynthesis (32), macromolecule synthesis (17), central intermediary metabolism (19), and nucleotide biosynthesis (11). 

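Genes that fell in the wild type but were not called in the topA deletion included siderophore receptors and enzymes of metabolism. The transcript of nmpC, an outer membrane porin, changed by -1.79 ± 0.82 in the wild type (log2, SD, n = 4 times), and differed by 1.82 (SE 0.32, adjusted p = 0.0016 from limma) in the topA deletion. Of the 333 probes that fell in the wild type, 224 or 67.3% were not called in the topA deletion. The paper's group IV is wider, as it takes in all repressed genes that depend on topA. Here the 23 that fell less and the 3 that rose also count as dependent and are not among the 224. The median change of the 224 was -0.85 in the wild type and -0.27 in the topA deletion, where 181 of them had a mean below 0, 107 of these on all 4 arrays. The difference itself was called for 106 of the 224 at an adjusted p under 0.05. From the group's behavior the paper proposes that these genes need normal supercoiling and are repressed when Topo I relaxes the DNA.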

As expected [6,34], this group included the genes whose transcriptional activity is known to be sensitive to the superhelicity of DNA, such as *ompF*, *lamB,* and *proVWX*.

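The porin gene ompF had a mean of -0.84 ± 0.62 in the topA deletion (log2, SD, n = 4 times, adjusted p = 0.0202 from limma, not called), 2.44 above the wild type (SE 0.36, adjusted p = 5.2e-04). The maltoporin gene lamB fell in the wild type, at -2.35 ± 0.65, and had a mean of -0.73 ± 0.38 in the topA deletion (not called), a difference of 1.62 (adjusted p = 0.0159). For proV, proW and proX, of glycine betaine uptake, the wild-type means were -1.72 ± 0.74, -1.47 ± 0.56 and -2.23 ± 0.76, all called. With topA deleted they were -0.67, -0.64 and -0.95, none called. Their differences of 1.05, 0.83 and 1.28 had adjusted p of 0.0737, 0.0515 and 0.051. The difference of lamB is no longer called without the wild-type 10 or 15 min array, at 1.51 and 1.47, while those of proV, proW and proX are called without the wild-type 20 min array (1.24, 0.93 and 1.66) and with the arrays scaled to 1 median absolute deviation (0.85, 0.66 and 1.01). With that scaling, ompF, lamB, proW and proX are also called in the topA deletion itself, at -0.85, -0.75, -0.64 and -0.95.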

### The Interaction between RecA and Topo I

Although our experimental design did not allow the direct quantification of the interactions between the genetic factors, we explored possible associations by a pair-wise comparison of the relevant effects. Because of the apparent role of DNA replication in establishing the drug-related transcriptional response (see above) and the overall correlation between the *recA* and *topA* effects (*r* = 0.3 for 4,069 genes), we focused only on examining the relationship between the effects of *recA* and *topA* on the drug-induced transcriptional changes. 

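Over all 4060 probes, the difference of the recA deletion from the wild type and that of the topA deletion from the wild type correlated across genes with a Pearson's r of 0.320 and a Spearman's rho of 0.301. Genes that pull the relation up include recX, an inhibitor of RecA, lower in the mutants at -2.10 and -1.82 (log2, n = 4 times in each strain), and dinD, at -2.69 and -2.17. Since the same wild-type arrays enter each difference, simulated strains with no difference gave an r of 0.467 on average (0.417 to 0.529). Their covariance was 0.0212, against an observed one of 0.0494. With separate pairs of wild-type arrays in each difference, r was 0.163 on average over 6 splits (0.0670 to 0.236). The untreated wild-type sample is still shared in these splits. With recA and topA arrays of different times as well, r was 0.131 (0.00134 to 0.220). Each mutant mean then rests on fewer arrays, which alone lowers r. Genes are not independent replicates, so no p is given for r.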

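At a p under 0.1 in the differences of the recA deletion and of the topA deletion from the wild type, 519 probes were selected. The paper fitted its model to log2 intensities by channel, so its p under 0.1 is not the same threshold. With an adjusted p under 0.05 from limma in each, 73 were selected. The differences share the wild-type arrays, so they are not independent. Among the latter were the SOS genes lexA, recX, recN and polB, the last at -1.50 (SE 0.23) and -1.22 (SE 0.23) on the log2 scale (n = 4 times in each strain). Independent selections of the same sizes would share 408.4 probes at a p under 0.1 and 31.3 at an adjusted p under 0.05. Simulated strains with no difference gave 131.3 probes at a p under 0.1 in each, a number that leaves out probes changed by either mutation.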

From our linear model, we identified 36 genes whose expression appeared to be affected by the drug in the *recA*- and *topA*-dependent manner (see Figure 3B). 

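Across the 519 probes with a p under 0.1 in each difference, r was 0.562, and across the 73 with an adjusted p under 0.05 it was 0.814. Among these, yebF and ssb, the latter encoding single-strand DNA-binding protein, differed by -2.39 and -1.34, and by -0.81 and -0.70 (log2, n = 4 times in each strain), in the recA and topA deletions. Without the members of the LexA regulon r was 0.464 over 499 probes and 0.697 over 58. Probes selected in simulated strains with no difference gave 0.918, because selection by the same wild-type arrays acts on each difference. These are correlations across genes, which are not independent replicates.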

For this group of genes, we observed a strong correlation (*r* > 0.8) between the changes in transcript levels that depended on the presence of the functional Topo I and RecA (Figure 3B). 

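Of the 519 probes selected at a p under 0.1, 216 were lower and 184 higher in the recA deletion and in the topA deletion, 39 were higher in the former but lower in the latter, and 80 the reverse. At an adjusted p under 0.05 in each, 39 were lower in both, 26 higher in both, and 8 lower in the recA deletion but higher in the topA deletion. The 26 measured members of the LexA regulon other than recA all had negative differences in the recA deletion, and 23 of them also in the topA deletion. The same wild-type arrays enter each difference, which favours the same sign. Among genes higher in both, msyB differed by 1.62 (SE 0.41) and 1.49 (SE 0.41), and ompF, which encodes a membrane porin, by 1.41 (SE 0.36) in the recA deletion (log2, n = 4 times in each strain). The ompF call in the recA deletion (adjusted p = 0.0274 from limma) ends without its 5 or 10 min array or without the wild-type 5, 10 or 15 min array, at differences of 1.04 to 1.37.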

Based on the quadrants in Figure 3B, this group could be divided into the genes whose induction required RecA and Topo I, including several members of the SOS regulon [35,36], and the genes whose repression depended on the presence of RecA and Topo I. The latter subgroup included genes encoding membrane and cell surface proteins. Thus it appeared that at least some genes in the genome were subject to the dual regulation mediated by RecA and Topo I. Since our linear model is based on the conservative assumption of a binary response that ignores any other information associated with the temporal profile of induction/repression, we refined our analysis of the *recA*–*topA* association by carefully examining the temporal profiles. Using the triplicate measurements of transcript abundances obtained after 0, 5, and 10 min of the drug treatment, we determined the initial slopes of transcriptional changes for every measurable transcript in the wild-type and *recA*− strains. First, based on the estimations of false-discovery rates [37], we identified 135 differentially induced and 210 repressed genes in either strain (*q* < 0.01). We then compared the slopes of induction or repression of the genes in the selected group. We found that the initial kinetics of induction of 32 genes and repression of 83 genes was significantly distinct between the two strains (*p* < 0.05, following the permutation test of residuals). Further comparisons between the wild-type and Δ*topA* strain (Table 2) allowed us to select 11 induced and 54 repressed genes as dependent on both *topA* and *recA*. In this second comparison, we were able to exclude the *topA*-independent regulation to examine the *topA*–*recA* association. The quantitative analysis of several randomly chosen transcripts from this set by RT-PCR confirmed the microarray results (Figure S3).

The apparent *recA* dependence of the transcriptional responses driven by DNA relaxation prompted us to further investigate the effect(s) of RecA on the Topo I–catalyzed relaxation reaction. We observed that the RecA protein stimulated the Topo I–catalyzed relaxation of plasmid DNA in vitro by about 10-fold (Figure 5A), and that the stimulation was ATP dependent (Figure 5B). Moreover, this stimulation was enzyme specific: the E. coli RecA did not affect the relaxation reaction catalyzed by either E. coli Topo I or Staphylococcus aureus Topo I (A. Reckinger, K. S. Jeong, A. B. Khodursky, and H. Hiasa, unpublished data).

**Figure 5:**
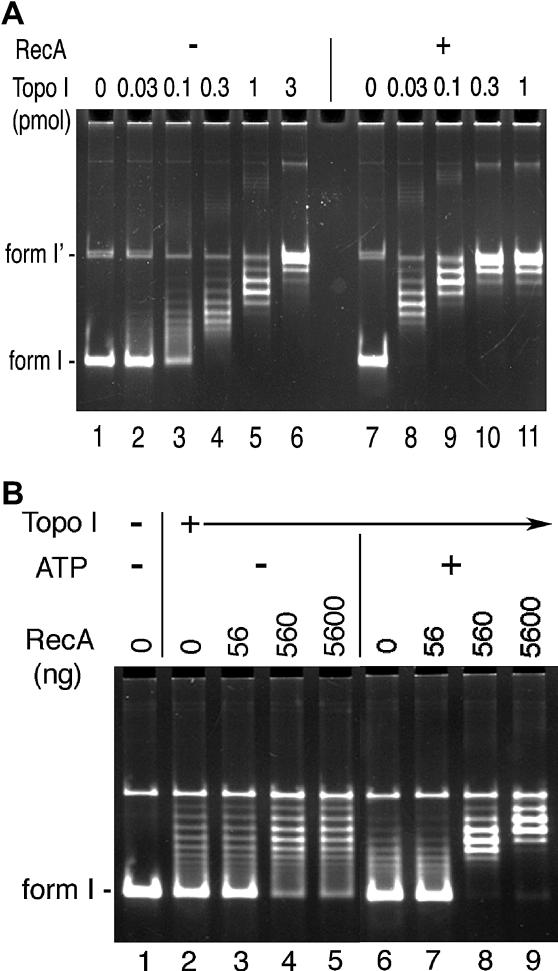
Effect of RecA on the Topo I-Catalyzed Relaxation Reaction (A) DNA relaxation reaction catalyzed by Topo I in the presence of RecA. The substrate (lanes 1 and 7), cccDNA of pBR322, was incubated with increasing amounts of Topo I in the absence (lanes: 2–6) or presence of 5,600 ng (3 nt per RecA monomer) of RecA (lanes: 8–11) at 37 °C for 30 min and resolved on the vertical agarose gel as described in Materials and Methods. (B) ATP-dependence of the RecA effect. The substrate plasmid DNA (lane: 1) was incubated with 0.1 pmol of Topo I and the indicated amounts of RecA in the absence (lanes: 2–5) or presence of ATP (lanes: 6–9).

## Discussion

The average conformation of DNA inside the E. coli cell is a double helix underwound by about 6% [38,39]. Such conformation serves at least a dual purpose: it makes DNA more compact [40] and promotes reactions that use DNA as a template, including transcription [41–43]. DNA is maintained in the underwound state in large part due to the activity of DNA gyrase [44,45]. Recent studies revealed that inhibition of gyrase affects transcription of a broad spectrum of genes across the genome [5] and causes degradation of the spatial patterns of transcriptional activity in the E. coli chromosome [14]. The interpretation of the transcriptional effects of gyrase inhibition experiments is, however, complicated by the fact that the gyrase activity is required for various reactions and processes, including initiation and elongation of DNA replication [1,46], and inhibition of the gyrase activity results in DNA damage [3]. Moreover, dissecting out the relaxation-dependent effects of the gyrase inhibition cannot be done without evaluating the contribution of a relaxation activity. Discounting those effects may lead to an inadequate representation of the transcriptional consequences of gyrase inhibition and/or obscure the contribution of different regulatory processes to the transcriptional state of the cell. The goal of the proposed approach was to define which part of the response depends on replication, relaxation, DNA damage, or a combination of the effects. Since in the wild-type cells these effects are concomitant, the proper way to model their contribution to the observed transcriptional response is by fitting them simultaneously in a multivariate context. Unlike in a conventional multivariate analysis, the effects of interest could not be measured in parallel in one treatment. Instead, we had to collect measurements of the individual effects following the inhibition of gyrase in the individual mutant strains in which a specific effect of interest could not be generated, and then fit the observed changes in transcription into a global model to estimate the contributions of the individual effects.

In this report, we delineated the contribution of the effects of relaxation by Topo I, replication, and DNA damage to the transcriptional patterns of gyrase inhibition. We concluded that: (1) DNA replication is required for the formation of the spatial patterns of transcriptional activity; (2) the transcriptional response to the gyrase inhibition is coordinated between at least two modules involved in DNA maintenance, relaxation and damage response; (3) the genes whose transcriptional response to gyrase inhibition does not depend on the *topA* activity (29% of all gyrase-dependent genes) can be classified on the basis of the G + C excess in their upstream and coding sequences into, respectively, those activated and repressed by gyrase inhibition; and (4) relaxation by Topo I dominates the transcriptional response, followed by the effects of replication and RecA.

Inhibition of gyrase causes DNA relaxation. Relaxation of plasmid DNA in vivo can be carried out by Topo I [47] and Topo IV [8]; although Topo III can catalyze plasmid relaxation in vitro [48], there is no evidence for such an activity in vivo. The inhibition of gyrase by norfloxacin in the absence of the *topA* gene did not affect the distribution of topoisomers of the plasmid pBR322, indicating that under the conditions employed in this study, Topo I is the major relaxing activity in the cell. In the absence of *topA,* a fraction of plasmid DNA became hyper-negatively supercoiled ([49]; this study), indicating that the supercoiling activity of the cell is not balanced by the relaxation activity. Assuming that chromosomal DNA is also in a hyper-underwound state, such unbalancing results in somewhat limited changes in the transcriptional activity of the chromosome, including, but not limited to, activation of the *leu* cluster genes *(leuABCD* and *leuO)* and supercoiling-dependent genes *(lamB*, *proVWX,* and *malE),* and repression of genes involved in flagellar assembly and bacterial chemotaxis (ten genes). Although it is possible that the *topA* loss is compensated by the activity of another topoisomerase(s) in the cell, this compensatory effect is likely to be limited because of the unmitigated induction of supercoiling-dependent promoters such as the promoter of the *leu* cluster. Moreover, about 71% of all transcriptional changes observed as a result of the gyrase targeting were dependent on the presence of the functional *topA* gene. 

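Among the 603 probes called in the wild type, 459 or 76.1% did not respond alike in the topA deletion, and 144 or 23.9% did. Examples of a reduced response are nrdB, of ribonucleotide reductase, at -1.75 (SE 0.32) relative to the wild type, and fepA, higher by 2.13 (SE 0.48) (log2, n = 4 times in each strain). Of the 459, 410 were not called in the topA deletion, of which 351 had a mean of the same sign as in the wild type. For 193 of the 459, or 42.0%, the response was weaker than in the wild type at an adjusted p under 0.05 from limma. By the same rule, 50.6% of the wild-type calls did not respond alike in the recA deletion and 98.2% in dnaC(Ts). Taken the other way round, 56.4% of the 401 probes called in the topA deletion did not respond alike in the wild type. Over the wild-type calls, changes in the topA deletion had a slope of 0.497 on those in the wild type. In reverse, over the 401 probes called in the topA deletion, changes in the wild type had a slope of 0.798 on those there.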

In fact, the observed transcriptional effects can be classified with respect to the Topo I activity as follows. Class I: the genes affected in the absence of *topA,* independent of the gyrase inactivation; class II: the genes affected in the presence of the functional *topA* when gyrase was inactivated; and class III: the genes affected in the absence of the *topA,* dependent on the gyrase inactivation. (The detailed description of classes can be found in Table S4.)

Similarly we can classify the genes whose transcriptional regulation was gyrase-dependent: class I: affected by the gyrase inhibition in both the *topA* ^–^ and *topA* ^+^ strains; class II: affected by the gyrase inhibition only in the *topA* ^+^ strain; and class III: affected by the functional gyrase in the absence of the *topA*.

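For the classes of Table S4, the study chose the genes on these samples, so their counts are not independent evidence. The table lists only samples of genes from the 5 most enriched categories of each class, so counts and camera tests cover a part of each class. Of the genes it lists as activated in both strains, 24 of 30 rose and none fell (27 adjusted over the list alone, camera adjusted p = 0.193) in the wild type and 22 of 30 rose and none fell (25 adjusted over the list alone, camera adjusted p = 0.217) in the topA deletion, and of those repressed in both, 27 of 29 fell and none rose (28 adjusted over the list alone, camera adjusted p = 0.0457) and 28 of 29 fell and none rose (29 adjusted over the list alone, camera adjusted p = 0.0536). Of genes listed as activated in the wild type alone, 44 of 45 rose and none fell (44 adjusted over the list alone, camera adjusted p = 0.06) there, and in the difference of the topA deletion from the wild type 20 of 45 were lower and none was higher (28 adjusted over the list alone, camera adjusted p = 0.18). For those repressed in the wild type alone, 60 of 68 fell and none rose (63 adjusted over the list alone, camera adjusted p = 0.00925) there, and 26 of 68 were higher and none was lower (41 adjusted over the list alone, camera adjusted p = 0.022) in the difference. Of genes listed as activated only in the topA deletion, such as artP, of arginine transport (1.06 ± 0.50, log2, SD, n = 4 times), 20 of 26 rose and none fell (23 adjusted over the list alone, camera adjusted p = 0.062), and in the difference 11 of 26 were higher and none was lower (14 adjusted over the list alone, camera adjusted p = 0.128). Of those repressed only in the topA deletion, 23 of 26 fell and none rose (23 adjusted over the list alone, camera adjusted p = 0.013), and in the difference 9 of 26 were lower and none was higher (13 adjusted over the list alone, camera adjusted p = 0.0914). All calls are from limma.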

Although the classes II of the two classifications are identical, class III of the gyrase-dependent classification includes genes whose transcription is sensitive to DNA (hyper)-underwinding.

The *topA*-independent changes in transcription resulting from the gyrase targeting (class I of the gyrase-dependent classification) can be explained by either invoking a residual relaxation activity or by assuming a more direct, local involvement of gyrase in a transcriptional control of the target genes. The set of such targets includes the *gyrA* and *gyrB* genes themselves (this study, [13]). Although it is plausible that another topoisomerase relaxes DNA in the vicinity of the promoters of those and other genes, the parameters of that relaxation reaction have to be comparable to the ones of the reaction catalyzed by Topo I, because the rate and the extent of activation of those genes following the gyrase inhibition was the same with or without Topo I. The stratification of the supercoiling-sensitive genes into the *topA* dependent and independent allowed us to extract the salient properties of the classified gene sets. 

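The transcripts of gyrA and gyrB rose in the topA deletion, by 1.10 ± 0.22 and 1.53 ± 0.23 (log2, SD, n = 4 times, adjusted p of 2.6e-05 and 1.7e-06 from limma). Relative to the wild type, gyrA differed by -0.34 (SE 0.20, adjusted p = 0.302) and gyrB by 0.38 (SE 0.22, adjusted p = 0.274). These differences did not pass the test, which does not show that the responses were equal. By the classification of wild-type calls, gyrA and gyrB count as alike in the topA deletion.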

We found that the genes repressed by the gyrase inhibition in the *topA*-independent manner had an unusually high GC content in the 5′ regions of their coding sequences. It is plausible that transcription through such regions may require facilitation by means of an efficient unwinding ahead of the moving RNA polymerase, analogous to the replication swivel [50]. The genes whose transcription was induced by the inhibition of the supercoiling activity (a somewhat enigmatic property of the supercoiling–relaxation homeostasis in the cell) in the *topA*-independent fashion can be characterized as a group on the basis of a high GC content in their upstream regions. On the basis of the length and compositional characteristics of those GC regions (see Results section), it is tempting to speculate that gyrase preferentially binds to those sites and maintains supercoiling density in their vicinity. Without the gyrase activity, the supercoiling density of DNA in those regions may drop, after the passage of a replication fork or diffusion of positive supercoils generated by transcription of the neighboring genes, leading to activation of the relaxation-inducible promoters in the region. It is also possible that the feedback up-regulation of the *topA*-independent promoters occurs through the direct de-repression in the absence of gyrase, which might normally inhibit transcription of the genes located downstream of its preferential binding sites.

The estimation of the contribution of replication to the transcriptional response elicited by the gyrase inhibition revealed, according to our model, that replication is the second factor, after relaxation by Topo I, modulating transcription globally: in the absence of replication, the response to the gyrase inhibition is subdued across the board by about 84%–89%. 

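On average, genes called in the wild type changed less in dnaC(Ts). Over the 603 probes called in the wild type, changes in dnaC(Ts) had a slope of 0.156 on those in the wild type, a reduction of 84.4%, and 71.3% had the same sign. The slope was 0.675 in the recA deletion. In reverse, changes in the wild type had slopes of 0.691 on the recA deletion and 1.72 on dnaC(Ts), over the probes called in each mutant. For ompT and malP, a maltodextrin phosphorylase, which fell in the wild type, the differences in dnaC(Ts) were 2.04 (SE 0.33) and 1.81 (SE 0.21), and for uvrB, which rose there, -2.24 (SE 0.20) (log2, n = 4 times in each strain), each called by limma. The SD over probes of the mean change was 0.497 in the wild type, 0.505 in the recA deletion and 0.224 in dnaC(Ts). Over probes called in the recA deletion the slope in dnaC(Ts) was 0.135, and over those called in the topA deletion 0.221.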

Sassanfar and Roberts demonstrated that the LexA cleavage occurs at the normal rate and level without DNA replication, in the presence of a quinolone drug [51]. Our finding is consistent with the fact that the formation of the damage that generates the SOS signal and presumably prevents subsequent colony formation does not depend on DNA replication. While this manuscript was in preparation, Zhao et al. reported that the replication arrest in the *dnaB*(Ts) mutant did not rescue the cells from the bactericidal effect of the quinolones [7], which may be consistent with the phenomenon observed in the present study. It is conceivable that in the absence of DNA replication, the LexA cleavage does not result in effective de-repression of the SOS regulon, which in turn may make the cells more susceptible to the drug, as was observed in the present study. The bactericidal effect of the drug can be completely reversed by an inhibitor of the transcription initiation, rifampicin, suggesting that the effect of norfloxacin in the absence of replication is mediated by transcription (unpublished data). This, along with the observations that, at the restrictive temperature, the *dnaC* mutant incorporated tritiated uracil and induced the *lac* operon by IPTG to the expected level (unpublished data, [52]), suggests that the cells do not lose their capacity to transcribe DNA in the absence of replication. That, in turn, implies that the replication itself, or the state of the cell associated with normal replication, is necessary for induction of the SOS transcriptional response and for the formation of the spatial transcriptional domains.

Spatial transcriptional domains have been observed in the chromosomes of various organisms [15,53–55]. Such spatial correlations of transcriptional activity have been attributed to the phenomenon of coordinated opening up of chromosomal regions, making the DNA template accessible to the transcriptional machinery [56]. A favorable state of the DNA template, such as, for example, within a supercoiled domain [53], can potentially be formed in parallel in multiple regions on the chromosome, giving rise to a longer-range correlation components. Despite a strong evidence for the existence of the transcriptional domains in different organisms, the mechanism(s) of the domain formation have not been addressed. Our earlier results indicated that the inhibition of DNA gyrase resulted in the diminishing of the spatial transcriptional patterns in the E. coli chromosome [14]. In corroboration of that observation, here we presented the evidence that the formation of the spatial domains in the region of the chromosome surrounding the replication terminus is particularly sensitive to the gyrase activity. Moreover, the results presented here strongly suggest that replication is required for the formation of the domains. It is plausible that coordinated transcription within, and across, domains is modulated most effectively on the newly replicated, hemi-methylated and supercoiled, DNA emerging from the replisome. Even in an asynchronous population of bacterial cells, the existence of the average replication gradient may be sufficient to detect the domain formation in newly replicated DNA. It remains to be seen to what extent replication determines the wide-range positional transcriptional effects in Streptomyces coelicolor [55] and the local effects in *S. typhimurium* [54].

The capacity to respond to DNA damage was the third factor that we included as a part of the model describing the transcriptional effects of the gyrase inhibition. The induction of the DNA damage response in E. coli depends on the *recA* and *lexA* gene products, with RecA being a positive and LexA a negative regulator of the module. In the absence of the *recA* gene, the cells are expected to become susceptible to suboptimal concentrations of the drug, likely due to their inability to mount the SOS response and repair low-level DNA damage induced by the quinolones [3]. Our results were consistent with that expectation. Additionally, it appears that the inability to cope with DNA damage, or at least a quinolone-induced type of damage, is accompanied by a more generic stress response, as manifested by up-regulation of genes encoding folding and ushering proteins *(dnaJ*, *dnaK*, *htpG,* and *yrfI)*. 

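In the recA deletion the chaperone genes dnaK and htpG rose, by 1.55 ± 1.35 and 1.39 ± 0.79 (log2, SD, n = 4 times, adjusted p of 0.0081 and 0.0022 from limma). The transcript of yrfI (hslO), which encodes a redox-regulated chaperone, rose by 0.72 ± 0.30 (adjusted p = 0.00227). The mean of dnaJ, the co-chaperone of DnaK, was 0.84 ± 1.01 (adjusted p = 0.0386, not called). On single arrays, dnaK, htpG and dnaJ had ratios of 1.37, 1.33 and 1.13 in the wild type at 5 min and below 0 at its later times, and of -0.30, 0.35 and -0.61 in the recA deletion at 20 min. Of the heat shock chaperones and proteases, 12 of 18 rose and none fell (14 adjusted over the list alone, camera adjusted p = 0.393), and in the topA deletion 3 of 18 rose and none fell (3 adjusted over the list alone, camera adjusted p = 0.545). Relative to the wild type, htpG was higher by 1.56 (SE 0.45, adjusted p = 0.044), while the differences of dnaK, hslO and dnaJ were 1.86, 0.78 and 1.13 (adjusted p of 0.0742, 0.0547 and 0.136). Without the 20 min array of the recA deletion, which stands apart from the others, the differences of dnaK, hslO and dnaJ were called at 2.48, 0.91 and 1.62, and without the wild-type 5 min array at 2.42, 1.06 and 1.61. The calls of dnaK and hslO in the recA deletion end without its 5, 10 or 15 min array (1.17 to 1.59 and 0.63 to 0.73) or with scaling, that of htpG without its 5 or 10 min array, and the htpG difference without any of 6 arrays (1.33 to 1.63) or with scaling.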

More surprising, however, was our finding that transcription of the dozens of genes was affected by both *recA* and *topA*. Although uncovered initially on purely statistical grounds by modeling the parameters obtained in different mutant strains, this interaction appears to be real and is manifested by the altered initial rates of repression, or activation, of transcription as well as, in some cases, the end-point levels of the transcripts following inhibition of the supercoiling activity in the Δ*recA* strain. Although such an outcome could have been brought about either indirectly, by the state of the DNA template in the presence of persistent damage, or directly, through the interference of RecA with the relaxation reaction, we were intrigued by the cases of accelerated repression in the *recA* ^+^ background. Most prominently this was exemplified by the repression of transcription of the *ompF* gene. Since transcription of the gene is known to be dependent on negative supercoiling and inhibited by DNA relaxation [57], one would have to assume that the functional RecA, either directly or indirectly, accelerates this process. We examined the possibility of a direct effect by carrying out the Topo I relaxation assay in vitro with or without RecA and found that, at the physiological concentrations, the RecA protein stimulated the Topo I catalyzed relaxation reaction by about 10-fold in the ATP-dependent manner. Although it is possible that the stimulation is the result of the conformational changes induced in the supercoiled plasmid DNA by the RecA protein, making it a better substrate for the Topo I reaction, the species-dependent enzyme specificity suggests that the stimulation cannot be explained solely on the basis of the induced preferential conformation of the substrate. The biochemical mechanism of the interaction between Topo I and RecA is currently under investigation. The interaction on the level of transcription may help explain the observation made by E. Witkin and co-workers more than 20 y ago where they showed that the efficient shut-down of the OmpF synthesis in the cells treated with nalidixic acid required the functional RecA protein [58]. It is worth noting that the synthetic conditional interactions between the mutant *recA* and *topA* alleles affecting cell physiology and viability have been reported before [59–62] but, to the best of our knowledge, this is the first study that implicated the two activities in the concerted regulation of transcription and the direct interaction.

Genome-wide transcriptional profiles often result from contributions of multiple effects including, but not limited to, transcript initiation and decay [63], differentially controlled regulatory networks, and indirect effects on a transcriptional state of cells. Assuming that these effects can be separated, genetically or by other means, a compound transcriptional profile can be explained in terms of contributing effects, thus allowing for a more realistic, accurate, and meaningful representation of the transcriptional activity of a genome. Here we demonstrated the utility of such an approach by delineating the transcriptional response of the bacterial cells to the gyrase inhibition. The multivariate approach allowed us to interpret the complex profile as a function of three effects known to be triggered in the cells by the loss of the gyrase function. The analysis not only yielded all of the expected features of the response, but also uncovered subtleties of the individual effects and the interactions between them, which are readily missed by a conventional pair-wise analysis. Moreover, the response can be fully explained by the combination of the three factors: DNA relaxation by Topo I, DNA damage, and inhibition of DNA replication.

## Materials and Methods

### Strains, cultures, and treatments.

A Δ*recA* mutation in an E. coli K-12 strain MG1655 was constructed by a Red recombinase–mediated replacement [64]. A strain with Δ*topA* [21] was obtained from the E. coli Genetic Stock Center, and the Δ*topA* allele was transferred into MG1655 by P1 transduction. To assess DNA replication effects, a temperature-sensitive *dnaC* allele linked to the Tn10 was transferred into the MG1655 strain. Bacteria were cultured in Luria-Bertani (LB) or Vogel-Bonner (VB) minimal medium supplemented with 0.2% glucose [65], and the analysis is reported for the wild-type and mutant strains grown and treated in the minimal medium. Bacterial cultures were grown in shake flasks with standard aeration to an optical density (measured at OD_600_) of approximately 0.4, at which point norfloxacin (1 μg/ml) was added, and samples were collected at 5, 10, 15, and 20 min after the addition. The norfloxacin treatment of a *dnaC*(Ts) mutant was done when the culture reached the same optical density, but after the initiation of DNA replication was blocked at a non-permissive temperature for 90 min [66].

### Microarray/RT-PCR.

Relative mRNA abundances between treated and non-treated cells, or a mutant and the wild type, were compared using E. coli whole-genome DNA microarrays containing 99% of all annotated open reading frames and the stable RNA genes. The protocols for slide preparation, RNA purification, reverse transcription with the Cy-dyes, hybridization, and image scanning were described before [67]. Briefly, total RNA purified using hot phenol extraction was subjected to reverse transcription with a Cy3 or a Cy5 fluorophore (Amersham, Little Chalfont, United Kingdom). The fluorescent probes were hybridized to an array at 65 °C for 6 h. Intensities in both channels were smoothed using the lowess method [68], and dye- and array-specific noise was removed using the analysis of variance (ANOVA) error model [69]. A detailed description of statistical analysis of DNA microarray data is provided in the supporting information Text S1. In pair-wise comparisons, differentially expressed genes were identified at an estimated false discovery rate of less than 1% using the SAM package [37]. Real-time PCR for RNA quantification was carried out using Syber-Green kit and ABI prism 7900 (Applied Biosystems, Foster City, California, United States) according to the manufacturer's protocol.

### Linear model analysis.

To characterize the effects of inhibition of gyrase by the drug in different genetic backgrounds, a linear regression model was fitted for each gene as follows:

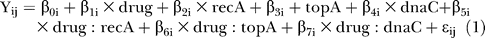
where Y***_ ij_*** represents the log*_2_* intensity of gene *i* (*i* = 1,2,3,…4,069) and channel *j* (*j* = 1,2,…32). The coding information of the variables and the design matrix can be found in Text S1. For the sake of simplicity, we will omit the subscript *i* from the following presentation. In this model, β_0_ represents the gene expression level for a wild-type strain without drug treatment; β_1_ is the coefficient for the drug effect on the wild type; the β_2_ *,* β_3_ ***,*** and β_4_ correspond to transcriptional differences in the untreated Δ*recA,* Δ*topA,* and *dnaC*(Ts) strains, respectively, relative to the untreated wild-type sample; the coefficients β_5_ *,* β_6_ *,* and β_7_ represent the difference in treatment effects between wild-type and mutant strains (Δ*recA,* Δ*topA,* and *dnaC*(Ts)*,* respectively). *ɛ* is the measurement error that stands for the difference between the observed and the model-predicted response, and *ɛ* is assumed to follow an independent normal distribution. The point and variance estimation of the coefficients were performed in R package (http://www.r-project.org) and the corresponding *p*-values were used to do the inference. (See Text S1 and Table S3 for details).

### DNA relaxation assays.

Reaction mixtures contained 50 mM Tris-HCl (pH 8.0), 100 mM potassium glutamate, 10 mM MgCl_2_, 5 mM ATP (or the indicated cofactor), 100-mg/ml BSA, 10% (w/w) glycerol, 0.29 μg [ = 100 fmol] of pBR322 form I DNA, either 0 or 5,600 ng [ = 3 bp per RecA monomer] (or the indicated amounts) of RecA, and 0 or 0.1 pmol (or the indicated amounts) of Topo I. The reaction mixtures were assembled on ice. First, RecA was added and incubated at 37 °C for 5 min, then Topo I was added and incubated at 37 °C for 30 min. Reactions were terminated by the addition of EDTA to 25 mM and incubation at 37 °C for 2 min. SDS and proteinase K were then added to 1% and 100 mg/ml, respectively, and the incubation was continued for an additional 15 min. The DNA products were purified by extraction of the reaction mixtures with phenol-chloroform (1:1, v/v) and then analyzed by electrophoresis through vertical 1.2% agarose gels (14 × 10 × 0.3 cm) at 2 V/cm for 12 h in a running buffer of 50 mM Tris-HCl (pH 7.9), 40 mM sodium acetate, and 1 mM EDTA (TAE buffer). Gels were stained with ethidium bromide and photographed using an Eagle Eye II system (Stratagene, La Jolla, California, United States).

To assess DNA supercoiling in vivo, the plasmid pBR322 was transformed into the wild-type MG1655 and the *topA* deletion mutant. Cells in a mid-exponential phase were treated with 1-, 10-, and 50-μg/ml norfloxacin for 10 min, and the plasmid DNA was isolated with Midipreps kit (Promega, Madison, Wisconsin, United States). Topoisomers were resolved in a 1% agarose gel in TAE buffer supplemented with 3-μg/ml chloroquine, at 3 V/cm for 16–20 h.

## Supporting Information

Figure S1 Distribution of Topoisomers of the Plasmid pBR322 Isolated from the Wild-Type Cells or a *topA* Mutant after the Norfloxacin Treatment (A) Cells were treated with indicated concentrations of norfloxacin, and the plasmid DNA was isolated after 10 min of treatment.
(B) Cells were treated with norfloxacin after the temperature downshift from 37 °C to 30 °C.
(1.1 MB EPS)

Figure S2 Effect of Replication Initiation Arrest on Transcriptional Activity of the SOS Regulon Transcript levels, as measured by DNA microarrays, of representative genes of the SOS regulon were compared between the wild type ([A] upper panel) and the *dnaC* mutant ([B] lower panel). Although the norfloxacin-treated wild-type cells exhibited significant induction of the SOS genes in 5 min, the *dnaC* mutant cells showed a relatively low level of induction in the absence of ongoing DNA replication.
(949 KB EPS)

Figure S3 Quantitative Analysis of Relative Transcript Levels by RT-PCR (A) The recA-dependent transcript levels of the supercoiling-dependent genes were determined at 0, 5, and 10 min of the norfloxacin treatment.
(B) Correspondence between the transcript levels estimated from microarray and RT-PCR measurements. The mRNA abundances at 5 min after the norfloxacin treatment were compared with mRNA abundances of the non-treated samples in three independent biological replicates. The RT-PCR measurements were done three times in one randomly chosen sample. Error bars represent two standard errors of the mean.
(1.4 MB EPS)

Table S1 Functional Classification of the Differentially Expressed Genes (88 KB DOC)

Table S2 Cell Viability during the Norfloxacin Treatment (28 KB DOC)

Table S3 Coefficients and *p*-Values Determined by the Linear Model (751 KB XLS)

Table S4 Transcriptional Effects with Respect to the Topo I Activity (31 KB DOC)

Text S1 Overall Analysis Plan and the Design Matrix for the Linear Model (88 KB DOC)

### Accession Numbers

The SwissProt (http://www.expasy.org/sprot) accession numbers for genes described in this study are *acnB* (P36683)*, aldA* (P25553)*, argR* (P15282)*, argS* (P11875)*, cydD* (P29018)*, dnaC* (P07905)*, dnaJ* (P08622)*, dnaK* (P04475)*, fadL* (P10384)*, fruR* (P21168)*, fumC* (P05042)*, gltA* (P00891)*, glyA* (P00477)*, gor* (P06715)*, htpG* (P10413)*, lamB* (P02943)*, leuA* (P09151)*, leuB* (P30125)*, leuC* (P30127)*, leuD* (P30126)*, leuO* (P10151)*, lexA* (P03033)*, lldD* (P33232)*, lldP* (P33232)*, malE* (P02928)*, metK* (P04384)*, ompF* (P02931)*, parC* (P20082)*, parE* (P20083)*, pdhR* (P06957)*, pps* (P23538)*, proV* (P14175)*, proW* (P14176)*, proX* (P14177), *rbsD* (P04982)*, recA* (P03017)*, rfaZ* (P27241)*, speB* (P16936)*, sulA* (P08846)*, tolC* (P02930), *topA* (P06612)*, topB* (P14294)*, trxA* (P00274)*, yccS* (P75870)*, ychB* (P24209), *yecD* (P37347)*,* and *yrfI* (P45803).

The Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/projects/geo) accession number for the transcript levels of the four strains used in this study is GSE 4408.

## Abbreviations

bp: base pair
kb: kilobase
SOM: self-organizing maps
Topo I: topoisomerase I

# Supplementary material for: Analysis of Pleiotropic Transcriptional Profiles: A Case Study of DNA Gyrase Inhibition
**Source:** PLoS Genet. 2006 Sep 29;2(9):e152. doi: 10.1371/journal.pgen.0020152
**Supplement:** Table S1 — (88 KB DOC)

**Table S1.** Functional Classification of Differentially Expressed Genes

§To assess the significance of a functional enrichment of groups of genes, the *p*-values were determined using the statistical test based on

the hypergeometric distribution. The categories with *p*<0.05 or at least 5 genes are shown.

*The expected number of genes and the functional classification are based on [1].

**References**

1. Carbone, A., Zinovyev, A., Kepes, F. (2003) Codon adaptation index as a measure of dominating codon bias. Bioinformatics 19: 2005-2015.

# Supplementary material for: Analysis of Pleiotropic Transcriptional Profiles: A Case Study of DNA Gyrase Inhibition
**Source:** PLoS Genet. 2006 Sep 29;2(9):e152. doi: 10.1371/journal.pgen.0020152
**Supplement:** Table S2 — (28 KB DOC)

**Table S2**. Cell Viability during the Norfloxacin Treatment

| Treatment time (min) | 0 | 5 | 10 | 15 | 20 |
| --- | --- | --- | --- | --- | --- |
| Wild type | 1 | 0.80 (± 0.09)§ | 0.52 (± 0.08) | 0.38 (± 0.11) | 0.25 (± 0.03) |
| *recA-* | 1 | 0.30 (± 0.15) | 0.21 (± 0.07) | 0.13 (± 0.00) | 0.02 (± 0.02) |
| *topA-* | 1 | 0.88 (± 0.05) | 0.84 (± 0.11) | 0.78 (± 0.12) | 0.63 (± 0.09) |
| *dnaC*(Ts)* | 1 | 0.50 (± 0.04) | 0.35 (± 0.08) | 0.28 (± 0.08) | 0.12 (± 0.10) |

§Values in parenthesis correspond to standard deviations obtained on 3 independent cultures.

*The viability of *dnaC*(Ts) cells was measured after 90 min at the nonpermissive

temperature to inhibit initiation of DNA replication.

# Supplementary material for: Analysis of Pleiotropic Transcriptional Profiles: A Case Study of DNA Gyrase Inhibition
**Source:** PLoS Genet. 2006 Sep 29;2(9):e152. doi: 10.1371/journal.pgen.0020152
**Supplement:** Table S4 — (31 KB DOC)

**Table S4.** Transcriptional Effects with Respect to the Topo I Activity

(Top 5 most enriched for functional categories with gene samples are listed.)

**Class I:**

**- 132 activated genes only in *topA-***

Central Intermediary Metabolism : *ackA, cysH, cysJ, dniR, gcvA, metK, pfkB, pta, pyrG, rfbA*

Cell Division, Protection Responses: *gidA, gidB, katE, mioC, mopB*

Amino acids Biosynthesis: *argC, argE, argH, aroF, metJ*

Folding and Ushering Proteins: *hslV, infA, slyD, tufB*

Transport / binding Proteins: *artP, fadL, rbsD*

**- 117 repressed genes only in *topA-*:**

Central Intermediary Metabolism: *aceB, aceE, aceK, dadA, dld, fadB, gcbR, mdh, pgi, pykF, uxuA*

Transport / binding Proteins: *aroP, modF, mtlA, nhaB, pstS, ydhP*

Biosynthesis of Co-factors: *bioB, moaA, nadC, panD, pncB*

Global Regulatory Functions, Adaptation: *csrA, glgB, imp, uspA*

Amino acids Biosynthesis: *asd, dapA, ilvC*

**Class II:**

**- 160 activated genes in wild type, but not in *topA-*:**

Central Intermediary Metabolism : *deoA, deoB, deoC, icdA, ldhA, nrdA, nrdB, ntpA, pckA, pldB, ppsA, rpiA, sdaA, tktA, trxB, udp, upp, uxuR*

Transport / binding Proteins : *brnQ, cydD, cysZ, glnH, lysP, nhaA, oppB, proP, ybeJ*

Biosynthesis of Co-factors: *bioA, gor, hemL, moeA, ribA, trxA, ubiG*

Global Regulatory Functions, Adaptation: *lpxC, osmC, phoB, rfaQ, rfaZ, sspA*

DNA synthesis, Modification, Degradation: *dinG, hrpA, sbcD, sbmC, ssb*

**- 211 repressed genes in wild type, but not in *topA-*:**

Transport / binding Proteins: *artJ, btuE, dppB, fepA, fepB, fes, fhuE, hisJ, kgtP, livJ, malF, malK, manX,* *manY, mglB, potA, potF, proV, ptsH, tonB, ugpB, yifK*

Amino acids Biosynthesis: *alr, argA, argD, argF, argG, argI, aspC, cbl, cysM, dapB, glnL, hisG, metA, metE, metH, trpE*

Central Intermediary Metabolism: *adhE, atpG, gatR_2, glnK, gltB, gsk, malM, malP, metF, mtlD, nuoN, ppc, sfcA, speE, zwf*

Global Regulatory Functions, Adaptation: *bfr, cspA, cytR, mdoB, msbB, nlpA, nlpC, pssA, pssR*

Nucleotide Biosynthesis: *adk, apbA, carA, guaA, guaC, ndk, pyrD, pyrF*

**Class III:**

**- 84 activated genes in wild type and *topA-*:**

Central Intermediary Metabolism: *add, deoD, fbaB, fbp, galE, gntR, kbl, nagB, pflA, speB*

DNA synthesis, Modification, Degradation: *dfp, dnaG,, dnaT, gyrA, gyrB, holD, nfo, rph, umuD*

Global Regulatory Functions, Adaptation: *fnr, fur, hslJ, lgt, oxyR, psd, rpoD*

RNA synthesis, Modification, Degradation: *greA, heaP, yjjT*

Protein synthesis, Modification, Degradation, Ribosome Constituent: *gltX, metG, trmA*

**- 95 repressed genes in wild type and *topA-*:**

Central Intermediary Metabolism: *acnB, aldA, cybB, cysD, gcvP, gluM, gpmA, malT, qor*

Amino acids Biosynthesis: *aroG, gdhA, ilvB, ilvD, ilvG_1, lysC, serA*

Transport / binding Proteins: *argT, dctA, dppA, livK, pstB, putP, uhpA*

Biosynthesis of Co-factors: *hemN, nadA, nrdH, pdxK*

Protein synthesis, Modification, Degradation, Ribosome Constituent: *alaS, hlpA, hns, hupA*

# Supplementary material for: Analysis of Pleiotropic Transcriptional Profiles: A Case Study of DNA Gyrase Inhibition
**Source:** PLoS Genet. 2006 Sep 29;2(9):e152. doi: 10.1371/journal.pgen.0020152
**Supplement:** Text S1 — (88 KB DOC)

**Supporting information Text S1.**

***Overall analysis plan***

The main goal of the analysis was to uncouple the transcriptional effects of relaxation, repair and replication processes. To achieve this goal, we first used a simple and straightforward pair-wise comparison method to evaluate the differences in transcriptional activity between strains. Table 1 and Table 2 summarize the most significant results of such comparisons. Additionally, the results of pair-wise comparisons were used to qualitatively assess the consistency between the experimental observations and the available biological knowledge. The evidence generated in pair-wise comparisons supported our assertion that the mutant strains can be used to decompose the transcriptional response in a wild type into the effects associated with different biological process. Next, we formalized a linear model as a tool to analyze this type of data. We fitted the model and used the estimated parameters for further analysis (Fig. 3), which resulted in an experimentally testable hypothesis (Fig. 5). We describe the pair-wise comparison method and linear model method in detail in the following sections. In addition to the inferential analysis and post-inferential classification, we carried a pure exploratory analysis of the data sets using Self-Organizing Feature Maps as well as the analysis of spatial patterns using temporal correlations within moving windows.

The image in Fig. 1 was generated using Matlab 6.0 (http://www.mathworks.com); the image in Fig. 2 was generated using Self-Organizing Map toolbox (http://www.cis.hut.fi/projects/somtoolbox).

***Pair-wise comparisons between bacterial strains (Table 1 and Table 2)***

First, we used SAM [1] to identify the genes that were differentially expressed between treated and non-treated bacteria. Specifically, transcript levels were measured with two-channel microarrays, in which one channel contained information about transcript abundances in a norfloxacin treated sample and another channel corresponded to an untreated reference. The treated cells, sampled at four time points (5, 10, 15 and 20 min) after the beginning of the treatment, were compared with the cells collected before the treatment (0 min). The global lowess normalization method [2] was applied to microarray data based on the scatter plot of log ratios versus their intensities. We used the MAANOVA package [3] to remove the array-specific noise in 4 arrays, which we treated as biological replicates. Following the normalization, we performed two-class SAM using 4 intensities from norfloxacin-treated samples and 4 from non-treated samples. To determine the differentially expressed genes in each strain the same criteria (FDR < 1%, at least 1.5-fold in the average log ratios) were used for all 4 strains.

Then we compared the transcriptional responses between different strains. This analysis was carried out *only* on the genes that were identified by SAM as differentially expressed in response to the drug in the wild type. To this end, we took the expression levels, measured as the log2 ratios in the comparisons of treated samples vs. untreated reference, of the genes differentially affected in the wild and compared those with the expression levels, similarly measured, of *the same genes* in mutant strains. The difference between the means of corresponding samples, each sample being represented by 4 time points treated as replicates, was evaluated using Student t-test and p<0.01 was chosen as a cut-off for the summary representation. Table 1 shows the results of the analysis: consistent with the biological expectation, the most reproducibly affected genes in the wild type strain are related to the SOS response. Similarly we compared the transcriptional responses between the wild type and *topA*- strain and summarized the results in Table 2. Because the effect of Topoisomerase I (Topo I, encoded by the *topA* gene) on the transcription of the supercoiling sensitive genes, SSGs, has not been investgated, we classified the differentially expressed genes in the wild type strain with respect to the Topo I activity (Table 2). To determine the significance of the overlap between the gene lists classified in the *topA*-dependent manner and the SSGs, we used statistical tests based on the hypergeometric probability distribution. Due to the lack of expectations about the transcriptional activity in the absence of ongoing replication in a *dnaC*(Ts) mutant, we evaluated microarray performance for the consistency of the observed response in different media or at different time points following the drug treatment (Figure 1 and Figure S2).

**Linear model**

Next, we demonstrated that the data, which can be characterized by a relatively low variance and biological soundness, can be analyzed within a true multivariate framework. The proposed model represents a formal, self-consistent, and adequate approach to the analysis of the data where the transcriptional response is likely to be a combination of multiple effects. Within the adopted linear model, multiple effects can be easily combined together. In the model, different time points are treated, again, as replicates and the categorical variables in the model are as follows:

Y ***ij*** ***= β0i +β1i×drug + β2i×recA + β3i×topA + β4i×dnaC + β5i×drug:recA +β6i ×drug:topA+ β7i×drug:dnaC + εij***

drug=1 when using drug (all channels with treated samples) ;

drug=0 when not using drug (all channels with non-treated samples);

recA=1 for ∆*recA* strain; recA=0 for wild type (WT), ∆*top*A or *dnaC*(Ts) strains

topA=1 for ∆*top*A strain; topA=0 for WT, ∆*rec*A or *dnaC*(Ts) strains

dnaC=1 for *dnaC*(Ts) strain; dnaC=0 for WT, ∆*rec*A or ∆*top*A strains

The design matrix for 16 two-channel microarrays (4 strains) is as follows:

|  | Drug | recA | topA | dnaC | Drug x recA | Drug x topA | Drug x dnaC |
| --- | --- | --- | --- | --- | --- | --- | --- |
| WT, Drug | 1 | 0 | 0 | 0 | 0 | 0 | 0 |
| WT, no drug | 0 | 0 | 0 | 0 | 0 | 0 | 0 |
| WT, Drug | 1 | 0 | 0 | 0 | 0 | 0 | 0 |
| WT, no drug | 0 | 0 | 0 | 0 | 0 | 0 | 0 |
| WT, Drug | 1 | 0 | 0 | 0 | 0 | 0 | 0 |
| WT, no drug | 0 | 0 | 0 | 0 | 0 | 0 | 0 |
| WT, Drug | 1 | 0 | 0 | 0 | 0 | 0 | 0 |
| WT, no drug | 0 | 0 | 0 | 0 | 0 | 0 | 0 |
| recA, Drug | 1 | 1 | 0 | 0 | 1 | 0 | 0 |
| recA, no drug | 0 | 1 | 0 | 0 | 0 | 0 | 0 |
| recA, Drug | 1 | 1 | 0 | 0 | 1 | 0 | 0 |
| recA, no drug | 0 | 1 | 0 | 0 | 0 | 0 | 0 |
| recA, Drug | 1 | 1 | 0 | 0 | 1 | 0 | 0 |
| recA, no drug | 0 | 1 | 0 | 0 | 0 | 0 | 0 |
| recA, Drug | 1 | 1 | 0 | 0 | 1 | 0 | 0 |
| recA, no drug | 0 | 1 | 0 | 0 | 0 | 0 | 0 |
| topA, Drug | 1 | 0 | 1 | 0 | 0 | 1 | 0 |
| topA, no drug | 0 | 0 | 1 | 0 | 0 | 0 | 0 |
| topA, Drug | 1 | 0 | 1 | 0 | 0 | 1 | 0 |
| topA, no drug | 0 | 0 | 1 | 0 | 0 | 0 | 0 |
| topA, Drug | 1 | 0 | 1 | 0 | 0 | 1 | 0 |
| topA, no drug | 0 | 0 | 1 | 0 | 0 | 0 | 0 |
| topA, Drug | 1 | 0 | 1 | 0 | 0 | 1 | 0 |
| topA, no drug | 0 | 0 | 1 | 0 | 0 | 0 | 0 |
| dnaC, Drug | 1 | 0 | 0 | 1 | 0 | 0 | 1 |
| dnaC, no drug | 0 | 0 | 0 | 1 | 0 | 0 | 0 |
| dnaC, Drug | 1 | 0 | 0 | 1 | 0 | 0 | 1 |
| dnaC, no drug | 0 | 0 | 0 | 1 | 0 | 0 | 0 |
| dnaC, Drug | 1 | 0 | 0 | 1 | 0 | 0 | 1 |
| dnaC, no drug | 0 | 0 | 0 | 1 | 0 | 0 | 0 |
| dnaC, Drug | 1 | 0 | 0 | 1 | 0 | 0 | 1 |
| dnaC, no drug | 0 | 0 | 0 | 1 | 0 | 0 | 0 |

In this model, each coefficient has its own biological meaning, (see the main article) and, moreover, the coefficients themselves can be explored further, producing unexpected biological insights (Fig. 3). Additionally, the coefficients estimated from the model can be used directly in the inferential analysis, where they perform at least as well as the estimated ratios (data not shown).

***Comparison of initial transcriptional responses between a wild type and a recA- strain***

We observed that the initial rates of the transcriptional response of the DNA supercoiling-sensitive genes were different between a wild type strain and a *recA*- mutant. To further explore the difference in the rates of transcriptional activation and repression between the two strains, we collected 3 biological replicates at each of the early time points (0, 5, and 10 min) and estimated the corresponding transcript abundance levels using the MAANOVA model [3]. Next, the estimated transcript levels at the three time points have been fit into a line and the confidence interval for each value of the slope was determined by permuting the model’s residuals, re-fitting the line, and re-estimating the slope. The significance of the difference between the magnitudes of the slopes of the fitted lines for the wild type and *recA*- has been evaluated after 1,000 permutations. The kinetics of the transcriptional response, in the wild type and the mutant, for several randomly selected genes with estimated, from the microarray analysis, significantly different initial rates have been confirmed with RT-PCR (Figure S3).

**References**

1. Tusher VG, Tibshirani R, Chu G (2001) Significance analysis of microarrays applied to the ionizing radiation response. Proc Natl Acad Sci U S A 98: 5116-5121.

2. Yang YH, Dudoit S, Luu P, Lin DM, Peng V, et al. (2002) Normalization for cDNA microarray data: a robust composite method addressing single and multiple slide systematic variation. Nucleic Acids Res 30: e15.

3. Cui X, Churchill GA (2003) Statistical tests for differential expression in cDNA microarray experiments. Genome Biol 4: 210

How the deposited data were processed for this re-analysis (not part of the article)

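The measurements are 16 arrays of Escherichia coli treated with norfloxacin at 1 μg/ml, for the wild type, a recA deletion, a topA deletion and dnaC(Ts) at 5, 10, 15 and 20 min. The log2 values were made by the authors, who smoothed the Cy5 and Cy3 intensities with the lowess method, removed dye- and array-specific noise with an error model and deposited the log2 ratio of treated over untreated cells of the same strain. The untreated sample carried Cy3 on every array, and no statement of a dye swap was found in the text. The values were used as they are, without a further transformation or centring. There are 4060 probes, with no missing value. Of these, 3889 carry a gene symbol and match a gene of ASM584v2 by Entrez ID, and 171 without a symbol are given as probe numbers. That assembly served only for names and the order of genes.

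Strain means and their differences were estimated in R 4.3.3 with limma 3.58.1, in 1 fit with a mean for each strain and moderated variances (prior degrees of freedom 5.66). Responses were called at an adjusted p under 0.01 and at least 1.5-fold, and differences at an adjusted p under 0.05, with the Benjamini-Hochberg method over all probes. The 4 times of a strain are its replicates, as in the study, and the precision is that of 4 arrays. Times were not paired across strains in the fit. Over 24 pairs of arrays of the same time the residuals correlated with a median r of 0.0118 (-0.170 to 0.312), but those of the recA and topA deletions correlated at all 4 times (0.222, 0.198, 0.191 and 0.183). Lists were tested by camera in limma with an estimated correlation between members, adjusted over 33 lists, and by counts of called members, also with p adjusted over the list alone. The lists cover the LexA regulon, repair, replication, nucleoid proteins, topoisomerases, transport, amino acid and nucleotide synthesis, stress responses, ribosomal proteins, ATP synthase, flagella, prophage e14, lipopolysaccharide core genes and the classes of Table S4.

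Genes printed by name follow a rule. They are the genes that the study names for the comparison in its text, in Table 1 or in Figure 2, whose values were thus seen beforehand. To these come, for each strain, the 5 called genes with the largest rise and the 5 with the largest fall among those that changed the same way on all 4 arrays. For each difference they are the 5 largest in each direction whose 4 arrays do not overlap with those of the wild type, and for each list the 3 called members with the largest change. Members outside this rule that are named (yafO, lit, iscR, and genes called in every strain or of the opposite class) were chosen after values were seen.

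Domains were sought in Python 3.11.15 with NumPy 2.4.6, in circular windows of 16 genes with 0 at 0 min added to the 4 times, against 5000 random sets, 200 shuffled orders and shifts around the chromosome. Wild-type calls were classed by the response in the topA deletion as similar, less, no change or opposite, with a one-sided p of 0.05 for a weaker response. Correlations of differences were compared with 100 simulated sets in which no strain differs, which leave out any pairing by time, with 6 splits of the wild-type arrays, with and without the LexA regulon, and with 6 splits in which arrays of the recA and topA deletions are of different times.

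Alternatives were arrays centred or scaled to 1 median absolute deviation, fits with only the arrays concerned, the time point as a block, a SAM-style statistic, other thresholds, the t-test of the methods, other window sizes and pairings, and the omission of each array in turn. After results were seen, 1 array weight per strain, slopes over genes called in the mutants, the correlation without the LexA regulon or with arrays of different times, and the LexA regulon without recA were added. On simulated data of 4060 probes with equal spreads, the fit found 194.9 of 200 changed probes in the wild type with 1.2 false calls, and 189.2 of 200 for the difference of the recA deletion with 9.3 false calls. With each strain's own spread, false calls for that difference rose to 61.3, and to 23.5 with array weights. A planted domain of 32 genes was found in 10 of 10 simulated sets. The arrays hold no gyrase mutant and no comparison of untreated strains, and no genome sequence was used here, so GC content and LexA boxes were not analysed here.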

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

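The tests of responses and differences were fixed before the data were examined, the patterns weighed here were picked from their results, and the tests without the LexA regulon, without recA, with arrays of different times, of close neighbours with 1 array left out and of genes called in the topA deletion were chosen after results were seen. The correlation of the recA and topA differences across genes has a mean r of 0.163 when each has its own wild-type arrays. Simulated strains with no difference give an r above the observed 0.320 but a covariance of 0.0212 against 0.0494. This argues against the spread of the shared arrays alone. It does not cover the untreated wild-type sample, whose error enters each difference in every split and is left out of the simulation. That shared sample thus stays open as a cause. Whether the LexA regulon carries the rest stays open, since without it the mean r with separate wild-type arrays is 0.0943 (-0.0140 to 0.183), while the covariance of 0.0352 still exceeds the 0.0212 (0.0248 at most) of simulated strains. Arrays of the recA and topA deletions of the same time deviate together, and with arrays of different times the mean r is 0.131 (0.00134 to 0.220). Each mutant mean then rests on fewer arrays, and the added noise alone lowers r. The mean covariance was 0.0251 with arrays of different times, against 0.0280 with split wild-type arrays and all mutant arrays. What pairing by time carries thus cannot be told from the lower r, and the paired deviations would add a covariance of only 0.00435. A link between RecA and Topo I or a general weakening of responses stays open in these arrays and was not tested on them. The paper examined such a link by other means, which are not covered here. These are a relaxation assay in vitro and initial slopes from replicated early samples, some checked by RT-PCR.

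Correlated windows were present in dnaC(Ts) but fewer than in the wild type. Their share of 6.22% exceeds the 2.11% of shuffled orders, and 4.68% remain after the trend over probe numbers is subtracted, which argues against windows by chance or by that trend alone. Orders that keep close neighbours together gave 3.99% at most, and with 1 array left out shares of 3.55 to 5.37% each exceeded the highest such order of the same arrays, so close neighbours alone do not reach the observed share. The wild-type response scaled to each mutant gave 3.91% at most for dnaC(Ts), but also fell short of the 16.0% in the recA deletion (9.82% at most) and of the 20.1% in the topA deletion (12.7% at most), so it does not decide whether a weaker response lowers the share. Whether replication is needed for the domains therefore stays open in these data.

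Most genes called in the wild type count as topA dependent, and separate thresholds in each strain may contribute to this. By the same rule 56.4% of the genes called in the topA deletion count as dependent on the wild type, and 42.0% of the dependent genes were weaker by a tested difference. Over genes called in the recA deletion, which wild-type arrays did not choose, the slope of the topA deletion on the wild type was 0.524. Error in the wild-type means can lower this slope too, so it does not settle what the choice of genes contributes. In reverse, over genes called in the topA deletion, the wild type had a slope of 0.798 on the topA deletion. How many of the genes truly depend on topA stays open.

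Of the 35 ways to split the arrays of a mutant and the wild type into equal groups, 1 gave as many calls as the strains themselves for the recA deletion (262, highest other 249), 1 for the topA deletion (485, highest other 13) and 1 for dnaC(Ts) (647, highest other 2), the real split in each case. In the highest other split for the recA deletion, its 20 min array and the wild-type 5 min array change sides. An error in the 1 untreated sample of a strain would shift all arrays of that strain together. The real split would then also give the most calls, so the splits cannot exclude such an error. The mean difference of the LexA regulon was -1.80 in the recA deletion with the deleted gene itself counted and -1.73 without it, and that of the LexA-box genes, which the study chose on these samples, was -0.70 there and -0.85 in dnaC(Ts).

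Chance flags about 1 in 20 groups of 4 arrays, and 12 of 180 stood out where 9 would by chance. In the wild type these were the mean of the LexA regulon at 20 min (1.38), the ArgR regulon at 10 min (-0.37), cysteine and sulfate genes at 5 min (-1.02), prophage e14 at 15 min (0.24), lexA at 20 min (2.40) and hslO at 5 min (0.77). Those of the recA deletion were pyrimidine synthesis at 5 min (-0.024) and recA at 20 min (-0.07). In the topA deletion they were the SD at 5 min (0.369) and branched-chain synthesis at 5 min (-0.24), and in dnaC(Ts) the SD at 15 min (0.317) and peptide and amino acid uptake at 5 min (0.087).

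Means in the recA deletion were 2.00 for iscS, 1.87 for iscR, 2.2 for clpB, 2.15 for groS and 1.94 for groL. Means in the wild type, the recA deletion, the topA deletion and dnaC(Ts) were 0.59, 0.87, 0.91 and 0.66 for opgG, -1.16, -0.74, -0.94 and -0.74 for bamA, -0.70, -0.67, -1.11 and -0.82 for yicH and -1.95, -1.88, -2.66 and -1.21 for probe 2551.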

How the results depend on the processing

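The tests with array weights, with slopes over genes called in mutants, without the LexA regulon, without recA and with arrays of different times were chosen after results were seen, and the cause of the changes was not tested. Limits are 4 times as replicates, 1 untreated sample per strain and unequal spread between strains. A hold at a nonpermissive temperature before treatment is stated for dnaC(Ts) alone, and its differences from the wild type cannot be separated from that hold.

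For the norfloxacin response at an adjusted p under 0.05 with no minimum fold, calls were 1308 in the wild type (603 as reported), 1487 in the recA deletion (662), 1106 in the topA deletion (401) and 173 in dnaC(Ts) (51), and at 2-fold 223, 240, 121 and 8. With scaled arrays the norfloxacin response gave 425 in the recA deletion and 227 in dnaC(Ts), and the recA difference 155 (262). With only the arrays concerned in the fit these were 132, 90 and 40, and with the SAM-style statistic 87 in dnaC(Ts). With array weights they were 84 in dnaC(Ts) and 85 for the recA difference. The t-test of the methods gave 65, 205 and 413 weaker responses in the recA deletion, the topA deletion and dnaC(Ts), and a difference over 1 was seen in 95, 118 and 188. With 1 array left out at a time, calls ran from 258 to 439 in the topA deletion, 15 to 44 in dnaC(Ts), and for differences from 123 to 428 in the recA deletion, 274 to 507 (485) in the topA deletion and 417 to 780 (647) in dnaC(Ts).

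The camera adjusted p of the LexA regulon in the wild type was 0.0510 with centred arrays (0.0457) and 0.0238 to 0.0569 with 1 array left out, and that of the LexA-box genes named in the text 0.0366 to 0.0569. For the LexA regulon in dnaC(Ts) 0 to 5 members were called. For differences the ranges were 0.00547 to 0.0826 (LexA regulon, recA deletion), 0.0169 to 0.0826 (LexA-box genes, recA deletion), 0.0249 to 0.102 (LexA regulon, dnaC(Ts)) and 0.0227 to 0.0587 (LexA-box genes, dnaC(Ts)). With the preset correlation the p was 2.281e-18 for the LexA regulon in the topA deletion, 0.00705 for the LexA-box genes there, 2.086e-09 for the LexA regulon in dnaC(Ts), and for differences 1.764e-10 (LexA regulon, topA deletion), 6.2e-05 (LexA-box genes, topA deletion) and 4.047e-23 (LexA regulon, dnaC(Ts)).

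Slopes on the wild type were 0.602 for the recA deletion over genes called in the topA deletion, 0.524 for the topA deletion over genes called in the recA deletion, and 0.135 and 0.221 for dnaC(Ts) over genes called in the recA and topA deletions. The correlation of recA and topA differences across genes (0.320) was 0.163 with split wild-type arrays, 0.562 over genes with a p under 0.1, 0.259 without the LexA regulon, 0.131 with arrays of different times and 0.248 to 0.396 with 1 array left out. With 1 array left out, the topA dependence of genes called in the wild type (76.1%) ran from 73.8% to 82.8%, with 39 to 70 genes activated alike (61).

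For spatial transcriptional domains, by strain (wild type, recA deletion, topA deletion, dnaC(Ts)), windows of 8 genes gave 108, 107, 104 and 67 domains and windows of 32 genes 35, 31, 29 and 27, against 63, 63, 55 and 41. At a window p under 0.001 there were 41 domains in the recA deletion and 15 in dnaC(Ts), and the percent of windows was 10.4, 6.79, 9.31 and 1.44. With pairs at equal distance it was 4.63, 4.17, 5.48 and 1.41, and with the 4 measured points alone 13.9 in the wild type and 9.15 in the topA deletion. With 1 array left out dnaC(Ts) had 23 to 40 domains and 3.55 to 5.37 percent of windows.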

Differences from the paper's values

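The settings that follow were compared after the values were seen. The paper gives 24 genes as higher in dnaC(Ts), and 9 were called here. With only the 4 arrays of the strain in the fit 21 were higher, and with the SAM-style statistic 18. Centred arrays (8), scaled arrays (78), the time point as a block (12), an adjusted p under 0.05 with no minimum fold (58) and a 2-fold minimum (4) do not come near the paper's value.

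The paper gives 36 genes with a p under 0.1 in the recA and topA differences and an r of 0.82, where 519 probes and an r of 0.562 were found here. The paper's p comes from a linear model of log2 intensities by channel, and the p here from moderated contrasts of log2 ratios. A p under 0.1 is therefore not the same threshold, and the counts are not directly comparable. At an adjusted p under 0.05 in each, r was 0.814 over 73 probes, near the paper's r but not its count. Without the LexA regulon r was 0.464 over 499 probes.

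The paper states that domains were not detected in dnaC(Ts), where 41 were found here (23 to 40 with 1 array left out). Orders that kept close neighbours together gave 23.7 on average and 34 at most. With pairs at equal distance, 1.41% of windows passed, little above shuffled orders (0.877% on average, 1.26% at most), against 4.63% in the wild type. With a window p under 0.001 the share was 1.44%, against 0.386% at most in shuffled orders. Orders that keep close neighbours together were not run in these settings. The paper describes genes with a LexA site as activated in a RecA-dependent way. Here 26 of 27 members of the regulon rose, yafO being called only at an adjusted p under 0.05 with no minimum fold. The rises of uvrA, uvrB and polB left in the recA deletion (1.03, 0.88 and 0.72) do not differ from the paper's own 1, 0.9 and 0.7. Each of these genes was called lower there than in the wild type. The LexA-box genes yccS and yecD were called at an adjusted p under 0.05 with no minimum fold, and in 1 omission each (yccS without the wild-type 10 min array at 0.59, yecD without the 5 min array at 0.63). The paper describes gyrA as higher in dnaC(Ts), which only scaled arrays call. Its mean of 0.51 lies under the 1.5-fold minimum. The adjusted p from limma was 0.00219 with only the strain's own arrays in the fit and 0.00383 with array weights. The sparse terminus of the paper has a lower share of windows here too, in 0.115 of shifts as low.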

Other observations

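In the recA deletion, the transcript of iscS rose by 2.00 ± 0.57 (log2, SD, n = 4 times), and that of groL, the chaperonin, by 1.94 ± 1.16, both called by limma. Some general stress genes also rose, as 8 of 13 rose and none fell (8 adjusted over the list alone, camera adjusted p = 0.349). Some genes of iron acquisition fell more than in the wild type, since 12 of 31 were lower and none was higher (18 adjusted over the list alone, camera adjusted p = 0.486), with entC of enterobactin synthesis at -3.02 ± 0.46.

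In dnaC(Ts), some ribosomal protein genes fell, as 7 of 49 fell and none rose (7 adjusted over the list alone, camera adjusted p = 0.376), rplW changing by -0.97 ± 0.31 (log2, SD, n = 4 times, limma). Relative to the wild type, 1 of 49 was higher and 11 were lower (1 and 12 adjusted over the list alone, camera adjusted p = 0.55).

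These tests were chosen after results were seen. In the order of probe numbers, 23.5% of windows were correlated in dnaC(Ts), against 5.50%, 6.74% and 8.10% in the wild type, the recA deletion and the topA deletion. After subtraction of this trend, calls were 620, 705, 403 and 48 in the wild type, the recA deletion, the topA deletion and dnaC(Ts). Array weights estimated per strain were 0.814, 0.487, 1.63 and 1.54 in the same order.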
